# Prdm6 drives ductus arteriosus closure by promoting ductus arteriosus smooth muscle cell identity and contractility

**DOI:** 10.1172/jci.insight.163454

**Published:** 2023-03-08

**Authors:** Meng Zou, Kevin D. Mangum, Justin C. Magin, Heidi H. Cao, Michael T. Yarboro, Elaine L. Shelton, Joan M. Taylor, Jeff Reese, Terrence S. Furey, Christopher P. Mack

**Keywords:** Vascular Biology, Cardiovascular disease, Mouse models

## Abstract

Based upon our demonstration that the smooth muscle cell–selective (SMC-selective) putative methyltransferase, Prdm6, interacts with myocardin-related transcription factor-A, we examined Prdm6’s role in SMCs in vivo using cell type–specific knockout mouse models. Although SMC-specific depletion of Prdm6 in adult mice was well tolerated, Prdm6 depletion in Wnt1-expressing cells during development resulted in perinatal lethality and a completely penetrant patent ductus arteriosus (DA) phenotype. Lineage tracing experiments in Wnt1^Cre2^ Prdm6^fl/fl^ ROSA26^LacZ^ mice revealed normal neural crest–derived SMC investment of the outflow tract. In contrast, myography measurements on DA segments isolated from E18.5 embryos indicated that Prdm6 depletion significantly reduced DA tone and contractility. RNA-Seq analyses on DA and ascending aorta samples at E18.5 identified a DA-enriched gene program that included many SMC-selective contractile associated proteins that was downregulated by Prdm6 depletion. Chromatin immunoprecipitation–sequencing experiments in outflow tract SMCs demonstrated that 50% of the genes Prdm6 depletion altered contained Prdm6 binding sites. Finally, using several genome-wide data sets, we identified an SMC-selective enhancer within the Prdm6 third intron that exhibited allele-specific activity, providing evidence that rs17149944 may be the causal SNP for a cardiovascular disease GWAS locus identified within the human PRDM6 gene.

## Introduction

It is well established that the regulation of smooth muscle cell (SMC) phenotype plays an important role in cardiovascular development and disease and that serum response factor (SRF) and the myocardin family of SRF cofactors (myocardin, myocardin-related transcription factor-A, and MRTF-B) are required for the expression of most SMC differentiation marker genes. However, the absence of SMC marker gene expression in the many cell types that express high myocardin and/or MRTF levels strongly suggests that additional mechanisms are critical for the overall pattern of SMC-specific gene expression observed in vivo. One mechanism that contributes to SMC-specific gene expression is the facilitation of MRTF nuclear localization by RhoA-dependent actin polymerization. Based upon seminal studies from the Treisman lab (1, 2), we and others have shown that high levels of RhoA/MRTF signaling promote and/or maintain SMC differentiation and that this pathway serves as a critical, and perhaps integrating, mechanism by which environmental cues control SMC phenotype (3–10).

SMC-specific gene expression is also regulated by epigenetic mechanisms that alter chromatin structure and transcription factor access to DNA (11). The myocardin factors have been shown to directly recruit the histone acetyltransferase, p300 (12); the histone demethylase, Kmd3a (13); and components of the ATP-dependent SWI/SNF chromatin remodeling complex (14, 15) to the SMC-specific gene promoters. Our recent genome-wide studies on chromatin structure and transcription factor binding in human aortic SMCs have provided novel insight into the combinatorial transcription factor interactions that regulate SMC-specific gene expression and led to the identification and characterization of previously unrecognized SMC-selective proteins and regulatory elements (16–19). Nevertheless, major challenges remain in regard to the cell type and gene specificity of epigenetic regulatory mechanisms and the contributions of specific chromatin-modifying enzymes to cardiovascular development and disease.

As described more fully below, the current studies were based upon our demonstration that MRTF-A interacted with the putative methyltransferase, Prdm6. PRDI-BFI/RIZ domain proteins are defined by the presence of a PR domain that shares high homology to the methyltransferase SET domain of the Suvar/Enhancer of zest/Trithorax family and the presence of a variable number of Zn fingers thought to mediate protein-protein and protein-DNA interactions. PRDM proteins have been shown to regulate cell fate decisions by functioning as histone methyltransferases and/or by interacting with positive and negative chromatin-remodeling enzymes (see ref. 20 for a review). Of importance, Prdm6 expression is highly SMC selective in mice (21), and its deletion in SM22-expressing cells during development results in perinatal lethality and pulmonary hemorrhage (22). Further supporting the importance of Prdm6 in SMCs in human cardiovascular disease, a genetic study described Prdm6-coding mutations that were associated with patent ductus arteriosus (DA) (23). Finally, a number of GWAS have identified noncoding variants within the Prdm6 gene that are associated with multiple cardiovascular disease endpoints, including blood pressure and intracranial aneurysm (24–29). The causal variant(s) that mediates these effects has not been identified.

The goals of the current study were to better assess Prdm6’s role in SMCs in vivo, to identify the mechanisms by which Prdm6 affects SMC function, and to characterize the transcriptional mechanisms and genetic variants that regulate its SMC-selective expression.

## Results

### Prdm6 interacts with MRTF-A.

In an attempt to uncover novel mechanisms that regulate SMC-specific gene expression, we used co-immunoprecipitation/mass spectrometry–based methods to identify MRTF-A binding partners in mouse aortic SMC (AoSMC) lysates. The SMC-selective PR/SET domain-containing protein, Prdm6, was identified in washed MRTF-A immunoprecipitates, as were several known MRTF-A interacting proteins including p300 (12, 30) and importin 9, which facilitates MRTF-A entry into the nucleus (31). (See Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.163454DS1.) Although the lack of a suitable PRDM6 Ab prevented us from examining the interaction between endogenous proteins, both flag-MRTF-A (Figure 1A) and endogenous MRTF-A (Figure 1B) were shown to co-immunoprecipitate with exogenously expressed myc-Prdm6. To further validate and characterize the MRTF-A–Prdm6 interaction, we performed co-immunoprecipitation experiments in COS-7 cells overexpressing a series of MRTF-A deletions. As shown in Figure 1C, myc-Prdm6 interacted with the central region of MRTF-A (aa 109–475) that contains the B1 basic, Q-rich, and SAP domains known to mediate SRF binding, and with an N-terminal fragment of MRTF-A (aa 1–108) that contains the actin-binding REPEL motifs. The MRTF-A transaction domain (aa 480–930) did not interact with Prdm6. Since the formation of large actin-containing binding complexes in cell lysates frequently complicates co-immunoprecipitation results, we used far Western analyses to further test whether the MRTF-A–Prdm6 interaction was direct. As shown in Supplemental Figure 1A, we detected direct binding of Prdm6 only to full-length MRTF-A and the aa 109–475 region (see arrows). In separate experiments, the association of Prdm6 with the N-terminal region of MRTF-A was inhibited by inclusion of cytochalasin D, suggesting that this interaction was actin dependent, and likely nonspecific (Supplemental Figure 1B).

Prdm6 was originally characterized by Davis et al. as a protein enriched in mouse SMCs (21). Interestingly, *PRDM6* mRNA levels in humans were highest in blood vessels and other SMC-containing organs (see data from the Genotype-Tissue Expression [GTEx] consortium presented in Figure 1D), providing additional support for PRDM6’s role in SMCs. Although PRDM6 was shown to promote SMC phenotypic modulation, perhaps by interacting with HDACs and/or G9a (21), Gewies et al. detected no significant differences in SMC proliferation, SMC marker gene expression, or SMC investment of vessels in SM22^Cre^ Prdm6^fl/fl^ mouse embryos (22), suggesting that the effects of Prdm6 on SMC phenotype were context dependent. Indeed, PRDM proteins have been shown to interact with multiple chromatin-modifying enzymes and to mediate both transcriptional activation and repression depending upon cellular and tissue context (see ref. 32 for a review). Given that Prdm6 interacted with MRTF-A, a strong transactivator of SMC marker gene expression, we wanted to test whether Prdm6 depletion affected SMC differentiation marker gene expression in our cultured SMC models. As shown in Figure 1E, siRNA-mediated depletion of Prdm6 by approximately 90% in primary rat AoSMCs resulted in a 40% reduction in mRNA levels of several canonical SMC markers (*P* < 0.05). SMC differentiation marker protein levels were also reduced when primary mouse outflow tract SMCs isolated from Prdm6^fl/fl^ animals were treated with Cre-expressing adenovirus (Supplemental Figure 2).

### Prdm6 expression in neural crest–derived SMCs is required for DA closure.

Because Prdm6 was shown to be expressed in outflow tract SMCs (21) and because coding mutations in Prdm6 were associated with patent DA in humans (23), we wanted to directly examine the role of Prdm6 in outflow tract development and DA function. We first used RNAscope-based methods to more closely monitor Prdm6 expression during outflow tract maturation starting just after separation of the aortic and pulmonary arteries at E13.5. As shown in Figure 2 and Supplemental Figure 3, using RNAscope probes to PRDM6 resulted in a strong and specific in situ signal in the SMCs of the aortic arch, pulmonary artery, and DA, from E13.5 until just before birth.

To directly test whether Prdm6 was required for normal neural crest-derived SMC development and function, we bred Prdm6^fl/fl^ mice to a Wnt1^Cre2^ line that expresses Cre in neural crest cells starting at approximately E10.5 (33). Wnt1^Cre2^ Prdm6^fl/fl^ mice were born at Mendelian ratios, and as shown in Supplemental Figure 4, were indistinguishable from littermate controls, suggesting that Prdm6 depletion in neural crest cells did not result in embryonic lethality or have gross effects on overall development. In contrast, no Wnt1^Cre2^ Prdm6^fl/fl^ mice survived until weaning even though 53 of the 266 offspring generated were expected to have this genotype. Based upon our observations during the perinatal period, Wnt1^Cre2^ Prdm6^fl/fl^ mice died within 2 days of birth, a phenotype similar to that observed in the SM22^Cre^ Prdm6^fl/fl^ model (22) and one that is common in genetically modified mouse models of patent DA (34). We carefully examined DA patency in newly born Wnt1^Cre2^ Prdm6^fl/fl^ mice (before lethality) by visual scoring of blood within the DA, by outflow tract casting, and by microscopic analysis of paraffin-embedded and frozen sections. As depicted in Figure 3, we observed a patent DA in all Wnt1^Cre2^ Prdm6^fl/fl^ mice, but not in littermate control animals, which included the following genotypes: Wnt1^Cre2^ PRDM6^wt/fl^, Wnt1^Cre2^ PRDM6^wt/wt^, PRDM6^fl/fl^, PRDM6^wt/fl^, and PRDM6^wt/wt^. Taken together these data indicated that PRDM6 expression was absolutely required for DA closure, that Cre expression alone or deletion of 1 copy of PRDM6 had no effect on ductus closure, and that the floxed PRDM6 allele behaved in a manner similar to the WT allele.

Functional DA closure in mice is initiated within minutes after birth and is mediated by severe vessel constriction. Full anatomic closure takes place over a longer period and involves intimal thickening and eventual fibrotic remodeling of the DA into a remnant structure known as the ligamentum arteriosum (35). Based upon the timing of lethality in our model and the fact that we never observed even partial ductus closure in Wnt1^Cre2^ Prdm6^fl/fl^ mice, we hypothesized that Prdm6 expression in SMC was required for the contractile pathways that mediate DA vasoconstriction. To begin to test this idea, we stimulated ductus closure in E18.5 embryos by treating pregnant dams for 4 hours with indomethacin (20 mg/kg), a nonsteroidal antiinflammatory drug used to treat patent DA in humans because it inhibits the production of prostaglandin E_2_ (PGE_2_), which helps maintain ductus patency by stimulating ductus SMC relaxation. While this procedure resulted in premature DA closure in all littermate controls, it had no effect on DA closure in Wnt1^Cre2^ Prdm6^fl/fl^ fetuses (Figure 3B). We also subjected E18.5 newborns (delivered by cesarean section, C-section) to 100% oxygen, which is known to stimulate ductus SMC contraction by mechanisms not yet fully described (see refs. 36, 37 for reviews). As with indomethacin treatment, oxygen exposure for 1 hour did not stimulate DA closure in Wnt1^Cre2^ Prdm6^fl/fl^ animals (data not shown). Importantly, we observed functional DA closure of WT mice within 30 minutes of the C-section procedure even under ambient air conditions.

### Neural crest cell investment of the outflow tract is unaffected by Prdm6 depletion.

In our model, the Wnt1 promoter drives Cre expression specifically in neural crest cells relatively early during development. Since cardiac neural crest cells delaminate from the developing neural tube and migrate into the pharyngeal arches, where they condense and eventually differentiate into the SMCs that layer the outflow tract and aortic arch arteries, including the DA, the defects in DA closure observed could have been due to failure of neural crest cells to correctly populate these vessels. To address this possibility, we crossed our Wnt1^Cre2^ Prdm6^fl/fl^ mice to the ROSA26^LacZ^ reporter strain, which allowed us to perform lineage tracing of WT and Prdm6-deficient neural crest cells during development. As shown in Figure 4A, X-gal staining of outflow tract and aortic arch arteries from Wnt1^Cre2^ Prdm6^fl/fl^ ROSA26^LacZ^ pups at P1 was consistent with normal neural crest cell migration and was not detectably different from littermate controls (Wnt1^Cre2^ ROSA26^LacZ^). To further examine the effects of Prdm6 depletion on outflow tract morphology and neural crest cell identity, we stained frozen sections from P1 pups with anti-LacZ and anti–SM α-actin Abs. As shown in Figure 4, B and C, LacZ and SM α-actin expression in the outflow tract and DA of Wnt1^Cre2^ Prdm6^fl/fl^ ROSA26^LacZ^ mice was similar to that of genetic littermate controls. Importantly, virtually all cells within the medial layers of the outflow tract vessels including the DA costained for LacZ and SM α-actin, and we observed no visible immunofluorescence in any sections with secondary Ab alone (see Supplemental Figure 5). Taken together these data suggest that Prdm6 depletion in Wnt1-expressing cells did not affect neural crest delamination or migration or have observable effects on the investment of the outflow tract arteries and DA with SM α-actin–expressing, neural crest cell–derived SMC.

### Prdm6 depletion inhibits DA contractility.

To better examine the functional consequences of Prdm6 deletion on outflow tract vascular function, DA and ascending aorta segments were isolated from Wnt1^Cre2^ Prdm6^fl/fl^ and littermate controls at E18.5 and then cannulated for pressure myography as previously described (38–41). In brief, vessel segments were exposed to stepwise increases in intralumenal pressure followed by various contractile stimuli while computer-assisted video microscopy was used to record vessel diameter (see Figure 5A). When compared with littermate controls, DA segments isolated from Wnt1^Cre2^ Prdm6^fl/fl^ mice were wider in diameter under basal (5 mmHg) and working pressures (20 mmHg) and failed to exhibit a myogenic (i.e., distension-induced) contractile response (Figure 5, B and C). Ascending aorta diameter was similar between Wnt1^Cre2^ Prdm6^fl/fl^ and littermate controls under these conditions, and neither control nor Prdm6-deficient ascending aorta segments exhibited a myogenic response (Figure 5D).

To test whether Prdm6 deficiency inhibited depolarization-dependent contractility, vessel segments were exposed to increasing concentrations of KCl that are known to activate voltage-dependent calcium channels. While 50 mM KCl resulted in an 80% decrease in the diameter of DA segments isolated from littermate controls, it had virtually no effect on DA segments isolated from Wnt1^Cre2^ Prdm6^fl/fl^ mouse embryos (Figure 5C). Based upon extensive studies demonstrating that increasing oxygen concentrations promote DA constriction, we also tested whether Prdm6 deficiency affected this contractile mechanism. Time-limited exposures to increasing oxygen concentrations in the circulating buffer resulted in significant constriction of control DA segments as expected (Figure 5C), but this response was completely absent in Prdm6-depleted DA segments. Vessel segments (under oxygenated conditions) were also exposed to the thromboxane receptor agonist, U46619, which potently constricts most blood vessels through GPCR-coupled signaling pathways. Importantly, U46619 treatment of DA segments isolated from Prdm6-deficient mice resulted in a 40% reduction in vessel diameter, providing reassurance that our Prdm6-deleted vessel preparations were viable and could generate a significant contractile response under at least some conditions. However, as above, U46619-induced constriction of Prdm6-deficient DA segments was significantly less than that measured in DA segments isolated from littermate controls (–42.2% vs. –76.5%, *P* < 0.05). Of interest, Prdm6 depletion had no effect on U46619-induced contraction in ascending aorta segments or on the relatively modest constriction induced in aortic segments by KCl and oxygen exposure (Figure 5D). Taken together, these data indicate that DAs from Wnt1^Cre2^ Prdm6^fl/fl^ mice have reduced tone and innate contractility and that these properties are similar to those measured in the ascending aorta at this gestational time point (E18.5).

### Prdm6 expression is required for enrichment of a DA-selective gene program.

To help deduce the mechanisms by which Prdm6 affected DA contractility, we performed bulk RNA-Seq analysis on DA tissue isolated from Wnt1^Cre2^ Prdm6^fl/fl^ and littermate control mice at E18.5 (before DA closure). 

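The sequenced RNA came from the DA and the ascending aorta of E18.5 embryos on a C57BL/6 background. The libraries used here are from 5 Prdm6-deficient DA samples, 7 control DA samples, 5 Prdm6-deficient aorta samples and 6 control aorta samples. Prdm6-deficient DA replicate 4 was not analysed here. Prdm6-deficient DA replicates 1 and 2 are each pools of 2 embryos. By their labels, the control embryos carried no Cre and at most 1 floxed Prdm6 allele, except for the embryo behind control DA replicate 2 and control aorta replicate 3, which carried Cre and wild-type Prdm6. The embryos fall into 2 runs of animal numbers, called the first and the second series here. In the DA, 3 Prdm6-deficient and 2 control samples belong to the first series, and 2 Prdm6-deficient and 5 control samples to the second. In the aorta, 2 Prdm6-deficient samples and 1 control sample belong to the first series, and 3 Prdm6-deficient and 5 control samples to the second.
The authors filtered the paired-end reads for base quality, aligned them to the mm10 mouse genome with STAR and deposited the expected counts that RSEM estimated for each gene, without normalization. Expected counts divide reads that fit several transcripts among them, so they need not be whole, and they were rounded to whole numbers here. Total counts per library ranged from 16945227 to 22318867 (median 17971936) in Prdm6-deficient DA, from 15163974 to 21037037 (median 18595688) in control DA, from 18980857 to 21640742 (median 20626440) in Prdm6-deficient aorta and from 19309945 to 22610547 (median 20219948) in control aorta. The paper states an average of 25800000 paired reads per sample. The values here use the reads assigned to genes, 19641543 per sample on average. Across libraries, 3 counts, taken as the smallest level that can be told from 0, stand for 0.133 to 0.198 CPM (counts scaled to a common library size), which covers counting error only.
Of 54752 genes in the file, 16463 passed edgeR's filter on low counts and were tested. Libraries were scaled by the TMM method, and the 23 libraries were fitted together with 1 mean per tissue and genotype. Differences were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Genes with an adjusted p below 0.01 and a log2 fold change beyond 0.5 in either direction, the thresholds of Fig. 6C, were called differentially expressed. The filter, the scaling, the samples fitted together and the test could each change the number of genes called.
The targeted gene, Prdm6 (ENSMUSG00000069378.13), lies on chromosome 18, 53463583 to 53575907, plus strand of mm10. Its level, in TMM-scaled CPM, was 78.1, 70.8, 77.7, 78.5 and 58.6 in Prdm6-deficient DA replicates 1, 2, 5, 6 and 7, and 84.9, 104, 124, 96.2, 97.4, 128 and 120.1 in control DA replicates 1 to 7. In the aorta it was 69.6, 70.0, 68.5, 81.2 and 61.9 in Prdm6-deficient replicates 1 to 5 and 129.6, 103, 135, 114, 102 and 95.6 in control replicates 1 to 6. The mean was 72.7 ± 8.50 CPM (SD, n = 5) in Prdm6-deficient DA and 108 ± 16.3 CPM (SD, n = 7) in control DA, a log2 fold change of -0.57 (SE 0.11, edgeR adjusted p = 5.5e-04). In the aorta the log2 fold change was -0.69 (SE 0.11, edgeR adjusted p = 1.7e-04). Within the first and second series, it was -0.55 and -0.70 in the DA. In the aorta it was -0.70 within the second series, and the first series, whose 1 control aorta sample is the one with Cre, is too small for a value of its own. With each library left out in turn, the DA value ranged from -0.62 to -0.50. The mean Prdm6 level was 67.5% of control in Prdm6-deficient DA and 62.0% of control in Prdm6-deficient aorta. These counts are sums over the whole gene and do not separate the floxed exons.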

We also isolated mRNA from the ascending aorta to better define the differences between these 2 neural crest–derived SMC populations and to test whether Prdm6 had vessel-specific effects. Importantly, we sequenced at least 5 samples for each genotype and tissue, which increased the statistical power of subsequent comparisons. As summarized in the principal component analysis and hierarchical clustering in Figure 6, A and B, we saw excellent agreement in expression profiles between samples, allowing us to draw several important conclusions. 

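Between libraries of one group, Pearson's r of log2 CPM across genes had a median of 0.919 in Prdm6-deficient DA (10 pairs, range 0.904 to 0.936), 0.918 in control DA (21 pairs, range 0.898 to 0.949), 0.958 in Prdm6-deficient aorta (10 pairs, range 0.948 to 0.963) and 0.956 in control aorta (15 pairs, range 0.951 to 0.962). These r values are across genes, which are not independent replicates. Chi-square values of the counts of 2 libraries of one group, taken to look for a library deposited more than once, were 16.6 to 119.5 per gene, and no such pair was found.
In a principal component analysis (PCA) of log2 CPM of the 500 most variable genes, PC1 held 22.0% and PC2 8.46% of the variance. On PC1, control DA samples scored from 25.2 to 42.1, control aorta samples from -9.32 to 5.09, Prdm6-deficient DA samples from -23.6 to -11.0 and Prdm6-deficient aorta samples from -28.0 to -20.1. The ranges of Prdm6-deficient DA and Prdm6-deficient aorta overlapped, and control DA overlapped with no other group. Within control DA, the first series scored from 25.2 to 42.1 (n = 2) and the second from 27.8 to 32.5 (n = 5). Control DA replicate 3 had the score of 42.1. The shares of variance moved most with DESeq2's variance-stabilized counts, chosen after the data were seen, which gave 49.0% for PC1 and 14.2% for PC2. On that scale, PC1 scores were 8.39 to 17.8 in control DA, -5.29 to -1.25 in control aorta, -5.94 to -5.18 in Prdm6-deficient DA and -7.91 to -6.62 in Prdm6-deficient aorta.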

First, even though DA and ascending AoSMCs originated from similar neural crest cell progenitors, we observed significant differences in gene expression patterns between these tissues. 

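Between control DA and control aorta, edgeR called 882 of the tested genes, 521 higher and 361 lower in the DA. When each library was left out in turn, the number ranged from 775 to 963. With the animal as a term in a model of the 6 control animals that gave both tissues, the number was 674. The first series, with 2 control DA samples and 1 control aorta sample, is too small for a comparison of its own. Within the second series, with 5 samples of each tissue, 665 genes were called, 632 of them among the 882.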

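Of the transcripts for SRF and its target genes in smooth muscle, Myh11 (SM MHC; chromosome 16, 14194535 to 14291372, minus strand of mm10) was at 2005 ± 566 CPM (SD, n = 7) in control DA and 536 ± 169 CPM (SD, n = 6) in control aorta. The log2 fold change of DA against aorta was 1.90 (SE 0.19, edgeR adjusted p = 4.5e-08). Cnn1 (chromosome 9, 22099216 to 22109630, plus strand) was at 1449.5 ± 370.0 CPM in control DA and 489 ± 64.0 CPM in control aorta, with a log2 fold change of 1.57 (SE 0.13, edgeR adjusted p = 2.2e-09). Mylk (MLCK/telokin; chromosome 16, 34745210 to 35002420, plus strand) was at 551 ± 139 and 198 ± 34.2 CPM, with a log2 fold change of 1.47 (SE 0.14, edgeR adjusted p = 3.4e-08). Tagln (SM22; chromosome 9, 45929619 to 45936058, minus strand) was at 6818 ± 1446 and 4089 ± 381 CPM, with a log2 fold change of 0.74 (SE 0.10, edgeR adjusted p = 1.2e-05). Acta2 (SM α-actin; chromosome 19, 34241090 to 34255590, minus strand) and Actg2 (SM γ-actin; chromosome 6, 83512905 to 83536265, minus strand) are paralogs among which RSEM could split reads, so their levels are uncertain. Their log2 fold changes were 0.53 (SE 0.11, edgeR adjusted p = 0.00112) for Acta2 and 2.58 (SE 0.18, edgeR adjusted p = 6.9e-10) for Actg2.
Srf (chromosome 17, 46548329 to 46556175, minus strand) was at 90.4 ± 16.3 CPM in control DA and 69.0 ± 7.99 CPM in control aorta, a log2 fold change of 0.39 (SE 0.12, edgeR adjusted p = 0.0270). Among the 23 fits that each left out 1 library, Srf passed the 0.01 threshold only without control DA replicate 1, whose 56.4 CPM was the lowest value of control DA. All 7 genes were higher in the DA by sign. With adjustment over all tested genes, 6 of the 7 passed the threshold. Acta2 passed in 8 of 11 alternatives, and not with only the control samples in the fit (0.0135), with the replicate number as a block (0.0691) or with the animal as a block (0.0876). With adjustment over the 7 genes alone, 7 passed, a count that shows no stability because the list is the paper's own.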

Interestingly, mRNA levels for SRF and nearly all the SRF-dependent SMC differentiation marker genes (SM MHC, SM α-actin, SM γ-actin, Cnn1, SM22, and MLCK/telokin) were significantly higher in DA samples, indicating that strong SMC identity may be critical for DA function.

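In the DA, 894 of the 16463 tested genes were differentially expressed between Prdm6-deficient and control samples, 465 lower and 429 higher in Prdm6-deficient DA. The number ranged from 784 to 948 across the 23 fits that each left out 1 library, and 613 genes were called in all of these fits. Fitting the DA samples without the aorta samples lowered the number to 611. The joint fit gives each gene 1 estimate of spread for all groups. Pearson's r between replicates was lower in the DA groups (medians 0.919 and 0.918) than in the aorta groups (0.958 and 0.956). DA p-values from the joint fit may therefore be too small, which was not tested. Without the pooled samples, Prdm6-deficient DA replicates 1 and 2, it was 650. Within the first series (3 Prdm6-deficient and 2 control samples), 201 genes were called, and 195 of these were among the 894. Within the second series (2 Prdm6-deficient and 5 control samples), 419 genes were called, and 364 of these were among the 894. For 667 of the 894 genes, the values of Prdm6-deficient and control DA did not overlap. Over all tested genes, 5.66% had no overlap, where chance gives 0.253% for 5 samples against 7.
Genes that differed between control DA and control aorta, by at least 1.5-fold higher expression in the DA or by expression below 0.7 times the aorta level, made up 51.5% of the 894 genes (460 genes) and 4.94% of all tested genes.
The largest decreases among genes without overlap were in Dct, Chrdl2, Tyrp1, Galnt14 and Gm14226. Dct averaged 54.7 CPM in control DA and had 3 counts or fewer in every Prdm6-deficient DA library, so it was at least 339-fold lower (edgeR adjusted p = 2.2e-06). In the same way, Chrdl2 was at least 47.6-fold, Tyrp1 at least 94.3-fold and Galnt14 at least 47.2-fold lower. Gm14226 was at 0.824 ± 1.25 CPM (SD, n = 5) in Prdm6-deficient DA and 82.5 ± 21.9 CPM (SD, n = 7) in control DA. Of these genes, Dct (7.91 CPM), Tyrp1 (2.84 CPM) and Chrdl2 (2.02 CPM) had a high value in control aorta replicate 4, far from the other control aorta samples.
The largest increases were in Rergl, Chrna2, Ppfia2, Dlx1 and Agtr1b. Rergl had 3 counts or fewer in every control DA library and was at least 34.7-fold higher in Prdm6-deficient DA (5.62 ± 1.38 CPM). Log2 fold changes were 4.53 for Chrna2, 3.78 for Ppfia2, 3.59 for Dlx1 and 3.46 for Agtr1b, with edgeR adjusted p-values of 2.9e-07, 1.5e-07, 1.0e-04 and 0.00752. Agtr1b passed 0.01 in 9 of the 23 fits that each left out 1 library and in 5 of 9 other alternatives (largest edgeR adjusted p 0.0615). These increases were also present in Prdm6-deficient aorta, where Rergl was at least 52.4-fold higher and log2 fold changes were 3.99 for Chrna2, 2.93 for Ppfia2, 2.87 for Dlx1 and 3.11 for Agtr1b. Agtr1b did not pass 0.01 in the aorta (edgeR adjusted p = 0.0420).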

Second, as illustrated by clusters 3 and 4 in Figure 6B and the volcano plot in Figure 6C, the depletion of Prdm6 in neural crest cells resulted in a significant shift in DA gene expression patterns, especially in those genes that distinguish the DA from the ascending aorta. Of the 519 genes that were more highly expressed in the DA by at least 1.5-fold, 319 of those were significantly (*P* < 0.01) downregulated by Prdm6 depletion. Similarly, of the 399 genes that exhibited lower expression in the DA (less than 70% versus aorta), 228 of those were significantly upregulated by Prdm6 depletion. 

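In the deposited counts, 460 genes were at least 1.5-fold higher in control DA than in control aorta at an adjusted p below 0.01 (edgeR), and 377 of them were called in all fits that left out 1 library. Of the 460 DA-enriched genes, 282 (61.3%) were lower in Prdm6-deficient DA at an adjusted p below 0.01, and 7 were higher. Among all tested genes, 3.52% were lower in Prdm6-deficient DA at the same threshold. By sign, 423 of the 460 genes were lower. The median log2 fold change of DA-enriched genes in Prdm6-deficient DA was -0.88, against 0.01 for all tested genes. Choosing DA-enriched genes by fold change alone, without a p threshold, moved the count most and gave 1887 genes, of which 329 were lowered.
The comparison of tissues and the comparison of genotypes use the same control DA samples, which by itself can tie the changes together. The control DA samples were therefore split so that each comparison used different samples, in 70 splits and orders. Between 262 and 551 genes were then DA-enriched, and 85.7% to 92.7% of these were lower by sign in Prdm6-deficient DA, compared with at most 49.2% of all tested genes. Of the 460 genes, 90.4% were lower by sign within the first series and 92.4% within the second. The control DA samples of each series also helped choose the 460 genes, so these 2 shares are no independent test.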

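Expression below 0.7 times the aorta level, at an adjusted p below 0.01 (edgeR), was found for 353 genes in control DA. Of these DA-low genes, 191 (54.1%) were higher in Prdm6-deficient DA at an adjusted p below 0.01, compared with 3.29% of all tested genes. None was lower at that threshold (0 genes), and 2 were lower at an unadjusted p under 0.05. By sign, 331 of the 353 were higher. The median log2 fold change of DA-low genes was 0.72 in Prdm6-deficient DA, and -0.95 in control DA against control aorta. When each comparison was fitted with only its own samples, 279 genes were DA-low and 94 of these were raised. With different control DA samples in each comparison, at least 79.5% of the DA-low genes were higher by sign.

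**Figure D1:**
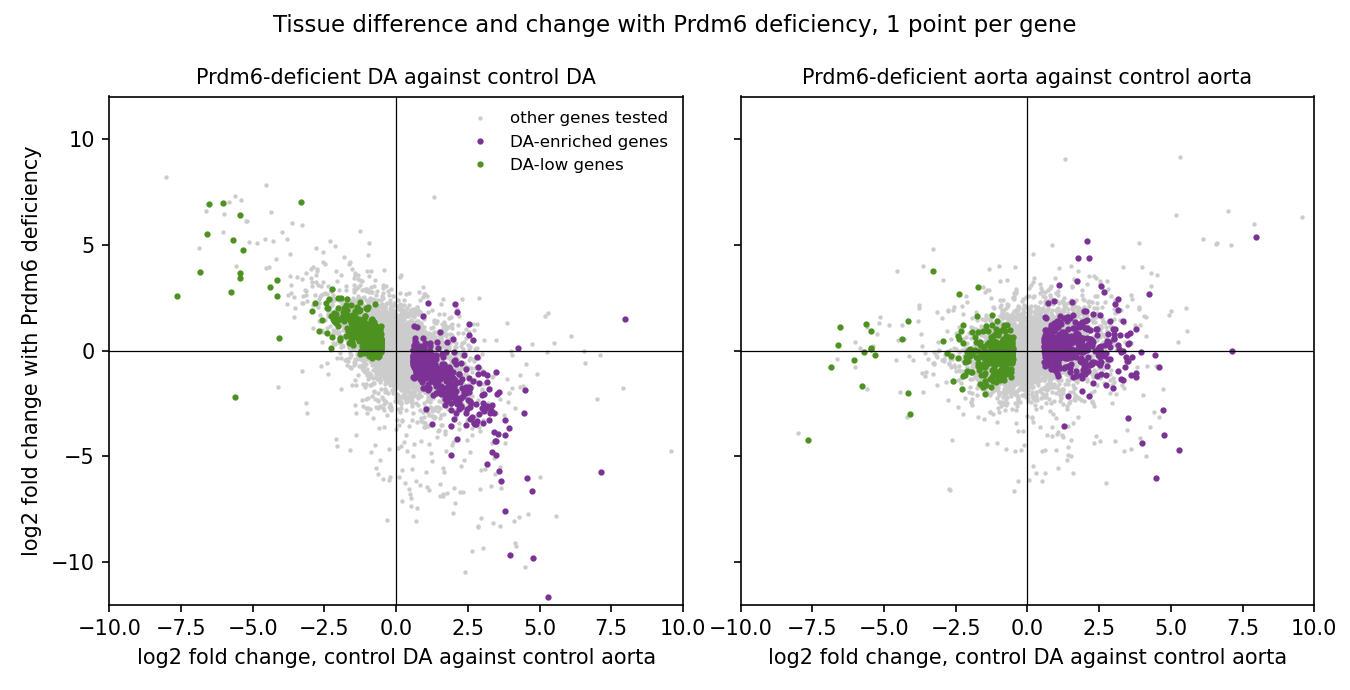
Log2 fold changes of tested genes between tissues (x axis, control DA against control aorta) and with Prdm6 deficiency (y axis) in the DA (left) and in the aorta (right). Each point is 1 gene, with 460 DA-enriched genes in purple, 353 DA-low genes in green and other genes in grey. In the DA, 423 DA-enriched genes lie below 0 and 331 DA-low genes above 0, while in the aorta 172 DA-enriched genes lie below 0.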

Gene Ontology analysis of the most significant differentially expressed genes between control and Wnt1^Cre2^ Prdm6^fl/fl^ mice (*P*adj < 0.01 and logFC > 0.5 or logFC < –0.5) revealed that the SMC differentiation, SMC proliferation, and muscle contraction gene programs were downregulated in the Prdm6-deficient DA while those related to nerve function and extracellular matrix expression and organization were upregulated (Figure 6D). 

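Gene Ontology terms were not used here. Lists of gene symbols, fixed before the counts were seen, were tested with limma's camera, which compares the genes of a set with all other tested genes (inter-gene correlation set to 0.01, 2-sided, Benjamini-Hochberg adjustment over 17 sets). The 7 SMC markers named by the paper (Srf, Myh11, Acta2, Actg2, Cnn1, Tagln and Mylk) were all lower in Prdm6-deficient DA, with a median log2 fold change of -0.99 (camera adjusted p = 1.3e-18). With the inter-gene correlation estimated from the data, which moved this value most, the adjusted p was 0.00591. With the animal series as a covariate it was 5.0e-18.
Of 123 extracellular matrix genes, 75 were higher and 48 lower in Prdm6-deficient DA by sign, with a median log2 fold change of 0.15. Single-gene tests called 19 of them higher and 13 lower, and the set as a whole did not pass a threshold of 0.05 (camera adjusted p = 0.101). Leaving out 1 library at a time gave adjusted p-values from 0.0499, without Prdm6-deficient DA replicate 7, to 0.352. Of 64 axon guidance genes, 36 were higher and 28 lower, 7 were called higher and 2 lower, and the camera adjusted p was 0.177.
At the correlation of 0.01, camera p-values are small for other groupings of the samples too. Of 32 splits of the DA samples into groups of the same sizes, the real split gave the smallest camera p for the SMC markers, and 15 other splits gave a p under 0.01.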

Third, Prdm6 depletion altered the expression level of many genes previously implicated in DA closure (see ref. 34 for a review), including the PGE_2_ receptor, EP4; the transcription factors Tfap2b, myocardin, Foxc1, and Hand2; the Notch signaling components, Jag1 and Notch3; SM MHC; integrin linked kinase; and fibulin1. 

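Of the 10 genes named, 7 passed the threshold of 0.01 in Prdm6-deficient DA with adjustment over all tested genes. With adjustment over the 10 alone, 10 passed, a count that shows no stability because the list is the paper's own. By sign, 5 were lower and 5 higher. Foxc1 (chromosome 13, 31806633 to 31812476, plus strand of mm10) rose from 59.1 ± 9.49 CPM in control DA to 124 ± 10.3 CPM in Prdm6-deficient DA, a log2 fold change of 1.07 (SE 0.10, edgeR adjusted p = 1.3e-08). Hand2 (chromosome 8, 57320983 to 57324633, plus strand) rose from 12.0 ± 6.05 to 31.1 ± 8.74 CPM, a log2 fold change of 1.37 (SE 0.26, edgeR adjusted p = 4.6e-04). Jag1 (chromosome 2, 137081456 to 137116644, minus strand) had a log2 fold change of 0.93 (SE 0.12, edgeR adjusted p = 1.8e-06), and Notch3 (chromosome 17, 32120820 to 32166852, minus strand) of 0.99 (SE 0.12, edgeR adjusted p = 1.5e-06). Jag1 had a mean of 111 CPM in control DA and 210.4 CPM in Prdm6-deficient DA, and Notch3 of 147 and 292 CPM. The 13 Notch signaling genes tested were all higher in Prdm6-deficient DA by sign, with a median log2 fold change of 0.69 (camera adjusted p = 7.3e-10), and the real split gave the smallest camera p of 32 splits of the DA samples, though 14 other splits also gave this set a p under 0.01. By the mean of the set per sample, 5 of 5 Prdm6-deficient DA samples lay above every control DA sample.
Ilk (integrin linked kinase; chromosome 7, 105736592 to 105742925, plus strand) was at 423 ± 26.9 CPM in Prdm6-deficient DA and 500.0 ± 49.2 CPM in control DA, a log2 fold change of -0.24 (SE 0.07, edgeR adjusted p = 0.0139) that did not pass the threshold. It passed in 2 of the 23 fits that each left out 1 library. Fbln1 (fibulin1; chromosome 15, 85205949 to 85286535, plus strand) was at 190.4 ± 39.4 and 119 ± 56.0 CPM, a log2 fold change of 0.68 (SE 0.23, edgeR adjusted p = 0.0535), and it passed in 1 of the 23 fits. Prdm6-deficient DA replicate 5, at 122 CPM of Fbln1, lay far below the others of its group.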

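Of 17 genes for voltage-gated calcium channels, 11 were higher and 6 lower by sign in Prdm6-deficient DA, with a median log2 fold change of 0.06 (camera adjusted p = 0.675). Single-gene tests called 0 of them, and 4 had an unadjusted p under 0.05 (edgeR). Of 51 potassium channel genes, 6 were called higher and 3 lower in Prdm6-deficient DA, and the set had a median log2 fold change of 0.11 (camera adjusted p = 0.675). Of 11 oxygen sensing genes, 9 were lower and 2 higher by sign, with a median log2 fold change of -0.10 (camera adjusted p = 0.0955), and 1 was called lower. The adjusted p of the oxygen sensing set ranged from 0.0460 to 0.144 when each library was left out in turn. The mean log2 CPM of the set, which includes Egln3, was lower in 5 of 5 Prdm6-deficient DA samples than in every control DA sample. The difference of the means was -0.35 on the log2 scale (exact permutation test, 2-sided p = 0.00126, the smallest that 5 samples against 7 allow, adjusted p = 0.00715 over 17 sets). Without Egln3, the difference over the other 10 genes was -0.05, with 1 of 5 samples below every control (exact permutation test, 2-sided p = 0.217). The difference of the set mean thus rests mostly on Egln3, and a small shift of the other genes is not ruled out. Both tests of the mean were added after the data were seen. Egln3, which encodes a prolyl hydroxylase that acts on hypoxia-inducible factor, lies on chromosome 12, 54178981 to 54203860, minus strand of mm10. It was at 39.1 ± 5.70 CPM (SD, n = 5) in Prdm6-deficient DA and 414 ± 147 CPM (SD, n = 7) in control DA, a log2 fold change of -3.40 (SE 0.26, edgeR adjusted p = 1.7e-09). In the aorta it was at 58.1 ± 17.8 CPM in Prdm6-deficient and 62.5 ± 23.9 CPM in control samples, a log2 fold change of -0.11 (SE 0.24, edgeR adjusted p = 0.956).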

Finally, when coupled with our demonstration that Prdm6 inhibited DA contractility, our RNA-Seq data expand the list of candidate genes that may regulate DA function to include those genes that are involved with voltage-dependent excitation contraction coupling and oxygen sensing.

To help support our RNA-Seq data, we used RNAscope approaches to monitor the expression of Tfapb2 and EP4 during outflow tract development in Wnt1^Cre2^ Prdm6^fl/fl^ and littermate control mice. As shown in Figure 7 and Supplemental Figure 6, our RNAscope methods resulted in specific in situ signal that was fairly selective for ductus SMCs and was mostly abolished by Prdm6 depletion. Although the increased expression of Cnn1 protein in the DA was also reduced by PRDM6 depletion (Figure 7C), we had difficulty detecting differences in SM α-actin and SM MHC protein expression by immunofluorescence. Although we cannot rule out discrepancies between mRNA and protein levels, this was most likely due to the limits of immunofluorescence quantification when examining highly expressed proteins.

### Characterization of Prdm6 DNA binding by ChIP-Seq.

Regardless of whether Prdm6 functions as a direct histone methyltransferase, data from the current and previous studies indicate the Prdm6 has substantial effects on gene expression, suggesting that it interacts with DNA directly (perhaps through its 4 Zn fingers) or is recruited as part of a larger DNA binding complex. To further identify the mechanisms by which Prdm6 controls gene expression, we performed ChIP-Seq experiments in outflow tract SMCs isolated from E17.5 mouse embryos to identify Prdm6 binding sites within the SMC genome. Since suitable Abs for Prdm6 are not available, we used lentivirus to express flag-Prdm6 in our cells. Our final data set included only ChIP peaks detected in 2 separate immunoprecipitations from the same sample. We observed nearly 14,000 Prdm6 ChIP peaks that were associated with approximately 5,200 genes. Of the approximately 1,500 genes that were differentially expressed in Prdm6-deficient ductus tissue, about half were associated with Prdm6 binding (Figure 8B). Although these data indicate that Prdm6 affects the transcription of these genes, it also suggests that Prdm6’s effects on gene expression are modified by additional transcription and/or chromatin signals. Importantly, Prdm6 binding was detected within or near several genes known to regulate ductus function, including EP4, endothelin-1, Jag1, Connexin 40, and the transcription factors Myocd, Foxc1, and Twist1 (Figure 8A). The Prdm6 gene itself contained 4 Prdm6 binding sites, perhaps suggesting feedback regulation of its activity. Somewhat surprisingly we did not observe many Prdm6 binding sites within the SMC differentiation marker genes, though 1 strong peak was present at the SRF-dependent enhancer within the SM α-actin first intron that we have previously characterized (42).

A breakdown of Prdm6 binding by gene component (Figure 8C) demonstrated that Prdm6 was frequently associated with transcription start sites, suggesting that it plays a role in transcription initiation. However, Prdm6 binding was even more prevalent downstream of the transcription start site (TSS), especially in early introns, raising the possibility that it has additional roles in transcription maintenance or processing. Bioinformatic comparison of the Prdm6 binding regions revealed several overrepresented sequences that could reflect direct Prdm6 binding or its interaction with additional transcription factors (Figure 8D). Of interest was a TTTC/AT sequence that was identified as a potential Prdm6 binding site by Schmitges et al., who performed a large-scale ChIP-Seq screen on 78 Zn finger–containing proteins overexpressed in HEK293T cells including Prdm6 (43). Consensus sequences for AP1 and TEAD transcription factors were also detected by this comparison.

### Transcription mechanisms that control Prdm6 expression.

The fact that noncoding polymorphisms within the Prdm6 gene were associated with both cardiovascular disease and Prdm6 expression in arteries (see Table 1) strongly suggests that proper control of Prdm6 levels is important for normal SMC function. Although Prdm6 exhibits SMC-selective expression in mice (21), and relatively strong expression in human blood vessels (Figure 1D), nothing is known about the mechanisms that drive these expression patterns. To begin to analyze the transcription mechanisms that regulate Prdm6 expression, we took advantage of several genome-wide data sets that we previously generated to characterize chromatin structure and transcription factor binding in HuAoSMCs (16, 19). The Int3.1 region (red box in Figure 9A) was of particular interest for several reasons. It contained a highly conserved 325 bp sequence that included binding motifs for transcription factors known to regulate SMC-specific gene expression (see Figure 9C). It contained a DNase I hypersensitive open chromatin region that was found to be SMC selective when compared to ENCODE data from 7 other non-SMC cell types. It was marked by histone modifications known to be associated with regulatory regions (H3K4 methylation and H3K27 acetylation). It was shown to bind SRF and RBPJ in ChIP-Seq assays. And it contained a genetic variation (rs17149944) that was one of several that define a linkage disequilibrium block associated with blood pressure and Prdm6 expression.

The regulatory regions depicted in green at the bottom of Figure 9A were PCR-amplified from human genomic DNA, subcloned into the appropriate luciferase reporter vectors, and then tested for transcriptional activity in SMCs and endothelial cells (ECs) (to examine cell type specificity). As shown in Figure 9B, the Prdm6 TSS drove high luciferase expression in human bronchial SMCs (HuBrSMCs), but exhibited relatively similar activity in ECs, suggesting that it functions more as a basal promoter. When subcloned upstream of the proximal SV40 promoter, Int2 functioned as a strong repressor, while Int3.2 had little activity. In contrast, the Int3.1 region had significant SMC-selective enhancer activity (~10-fold) within the same context (Figure 9B). An Int3.1 fragment that contained only the 325 bp conserved region exhibited remarkable SMC-selective activity (nearly 70-fold), strongly supporting its role in the SMC-selective expression of Prdm6. Importantly, individual mutations to the consensus SRF, RBPJ, and TEAD binding sites within the conserved Int3.1 region (Figure 9C) significantly inhibited its activity (Figure 9D), and targeted ChIP assays detected binding of each of these factors to the Int3.1 region within the endogenous Prdm6 gene (Figure 9E). Providing additional support for the importance of SRF, overexpression of myocardin significantly increased the activity of the Int3.1 conserved region (Figure 9F).

As shown in Table 1, polymorphisms within an approximately 35 kb region of the Prdm6 third intron (see Figure 9A) have been associated with cardiovascular disease and blood pressure. All 6 are in high linkage disequilibrium (*r*^2^ > 0.78), and the risk allele at each variant has been associated with a similar decrease in Prdm6 expression in human arteries. Thus, any one or more of these could be the causal variant at this important locus. Closer examination of the chromatin environment surrounding these SNPs revealed that only 2 were within regions that might exhibit regulatory activity. Since rs17149944 (but not rs2287696) was within a region that exhibited positive transcriptional activity in luciferase assays (Int3.1), we hypothesized that it was the causal variant and that the minor allele at this locus reduced Prdm6 expression by inhibiting the activity of the Int3.1 enhancer. In support of this idea, mutation of the major rs17149944 allele (G to A) inhibited the activity of the Int3.1 enhancer by over 50% (Figure 9G).

### SMC-specific depletion of Prdm6 in adult mice did not affect BP or the development of hypertension.

The early lethality observed upon deletion of Prdm6 globally or in SM22- or Wnt1-expressing cells has made it difficult to determine whether Prdm6 expression in vascular SMCs plays a role in blood pressure regulation in adult animals. To directly test this, we crossed the Prdm6^fl/fl^ mice with a well-characterized tamoxifen-inducible Cre line driven by the SM MHC promoter (SMMHC^CreERT2^) (44). In brief, following telemeter implantation and equilibration, mice were injected with tamoxifen (or corn oil) for 5 consecutive days, and blood pressure was monitored continuously over the next several weeks by radio telemetry. As shown in Figure 10, we did not detect significant differences between tamoxifen- and vehicle-treated mice, suggesting that Prdm6 depletion does not affect baseline blood pressure. Since many phenotypes in genetically modified mice are only revealed after significant stress, we challenged mice with increasing doses of the NO synthase inhibitor, l-NAME (50 mg/L, 150 mg/L, or 450 mg/L in drinking water), to induce hypertension. Although l-NAME treatment resulted in an 18 mmHg rise in blood pressure, we did not observe significant differences between the tamoxifen- and vehicle-treated groups.

## Discussion

Patent DA is a common congenital condition that frequently afflicts preterm infants. Although human genetic analyses and the reported patent DA phenotypes in many genetically modified mouse models have increased our knowledge of DA function, we do not fully understand the mechanisms that control DA closure. The current studies originally designed to characterize SMC-selective gene expression have led to several interesting insights in this regard. Our data provide strong evidence that Prdm6 expression in DA SMC was required for DA closure, adding support for human genetic data implicating Prdm6 in this process (23). Importantly, during the completion of our studies, Hong et al. also used Wnt1^Cre2^ Prdm6^fl/fl^ mice to demonstrate that Prdm6 depletion in neural crest cells results in a patent DA phenotype (45). Based on lineage tracing results in a Cre-dependent ZsGreen1 reporter mouse line, these authors presented data to suggest that this phenotype was caused by a neural crest migration defect that led to incomplete investment of the ductus SMC layer. As shown in Figure 4, we did not detect differences in neural crest cell investment of the ductus or the morphology of the ductus medial SMC layer. Moreover, as shown (Supplemental Figure 7), PRDM6 depletion in our primary outflow tract SMC culture model failed to affect SMC migration in scratch wound assays. Instead, our data suggest that the patent DA phenotype was mediated by a contractile defect that prevented functional ductus closure, an endpoint not examined by Hong et al. Although the reasons for this discrepancy are unclear, they could involve differences in mouse genetic background, decreased sensitivity of the ZsGreen1 reporter to Cre-based activation (versus ROSA^LacZ^), or differences in the sensitivity of reporter gene detection methods used (i.e., direct detection of ZsGreen1 fluorescence versus Ab-based detection of LacZ). It is important to note that in the same study, these authors reported a patent DA phenotype in SM22^Cre2^ Prdm6^fl/fl^ mice. Since Prdm6 depletion in this model occurs only after the migration and SMC differentiation of neural crest cells, it seems unlikely that the patent DA phenotype observed in Wnt1^Cre2^ Prdm6^fl/fl^ mice was due primarily to a failure of neural crest migration.

Although our RNA-Seq studies support some previous results on DA-selective gene expression (41, 46), they significantly expand the number of genes that define DA identity. The enrichment of the SMC differentiation gene program in the DA strongly suggests that maintenance of SMC differentiation is important for DA function. It is also important to note that many of the genes that were more highly expressed in the DA (versus ascending aorta) were downregulated by Prdm6 depletion; that Prdm6 depletion did not significantly reduce the expression of DA-enriched genes in the aorta, even though Prdm6 was equally expressed in these tissues (see Figure 2C); and that the gene profile observed in Prdm6-deficient DA samples closely resembled that of the WT aorta. 

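Prdm6 was at 113 ± 16.2 CPM (SD, n = 6) in control aorta, and its log2 fold change between control DA and control aorta was -0.07 (SE 0.10, edgeR adjusted p = 0.783). The change of Prdm6 with genotype in the DA minus that in the aorta was 0.12 (SE 0.15, edgeR adjusted p = 0.806). In Prdm6-deficient aorta, 404 genes were differentially expressed against control aorta, 136 lower and 268 higher. Fitting the aorta samples without the DA samples moved this number most, to 702. In the joint fit, the wider spread of the DA samples counts in the aorta p-values too, which may make them too large. Within the second series (3 Prdm6-deficient and 5 control samples) 226 genes were called, 216 of them among the 404. The first series, with 2 Prdm6-deficient samples and 1 control sample, is too small for a comparison of its own.
Of the 460 DA-enriched genes, 20 were lower and 72 higher in Prdm6-deficient aorta at an adjusted p below 0.01 (edgeR), and all 20 were also lowered in Prdm6-deficient DA. By sign, 172 of the 460 were lower. The share lower by sign was 39.3% within the second series. The number lowered ranged from 15 to 23 with each library left out, was 10 with limma-voom and 34 with DESeq2, and was 45 with an unadjusted p. The median log2 fold change of DA-enriched genes was 0.15 in Prdm6-deficient aorta. Both comparisons use the same control aorta samples, which by itself can raise these values. With the control aorta samples split so that each comparison used different ones, in 20 splits, 289 to 413 genes were DA-enriched, and 54.0% to 72.3% of them were higher by sign in Prdm6-deficient aorta, compared with 49.7% to 50.8% of all tested genes. Their median log2 fold change was then 0.04 to 0.26, with 4 to 22 genes lower and 26 to 42 higher at an adjusted p below 0.01 (edgeR). Testing the difference between the changes in DA and aorta (the interaction of tissue and genotype) called 425 genes, including 175 of the 282 DA-enriched genes lowered in the DA.
Between Prdm6-deficient DA and control aorta, 332 genes differed, 231 higher and 101 lower in Prdm6-deficient DA, and the number fell to 212 without the pooled samples. The median log2 fold change of DA-enriched genes against control aorta was 1.20 in control DA and 0.24 in Prdm6-deficient DA. In the 20 splits of the control aorta samples, these medians were 1.08 to 1.37 and 0.09 to 0.38. Of the 460 DA-enriched genes, 83 were still higher in Prdm6-deficient DA than in control aorta, and 34 of the 353 DA-low genes were still lower. Between Prdm6-deficient DA and Prdm6-deficient aorta, 44 genes differed. This number ranged from 22 to 58 with each library left out, and was 15 without the pooled samples and 146 with DESeq2.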

Although these data indicate that Prdm6 functions as a critical regulator of DA identity, it is clear that additional signaling mechanisms or transcription factors are important. 

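Across the 16463 tested genes, the change with Prdm6 deficiency in the DA was compared with the change from control DA to control aorta. Each used different control DA samples, and Pearson's r averaged 0.331 over 70 splits and orders (SD 0.0267, range 0.255 to 0.380). With the same control DA mean in both changes, which lets the noise of that mean count in each, r was 0.633. These r values are across genes, which are not independent replicates, and they have no p-value.
The paper reasons from 3 observations. It states that many genes higher in the DA than in the aorta fell with Prdm6 depletion. It also states that DA-enriched genes were not significantly reduced in the aorta, although Prdm6 levels were equal there. By the paper's account, the profile of Prdm6-deficient DA resembled that of the aorta. From these it concludes that Prdm6 is a critical regulator of DA identity, and it reasons that other signaling mechanisms or transcription factors are also important.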

For example, it is possible that the SMCs that populate the DA and aorta originate from slightly different neural crest cell populations and thus express a different array of developmental transcription factors. The Gittenberger-de Groot group has suggested that homeobox b5 (Hoxb5) may be important for ductus identity because it is selectively expressed in the sixth pharyngeal arch, which eventually remodels into the DA (47). Although we did detect more Hoxb5 expression in the DA than in the ascending aorta by RNA-Seq, Hoxb5 levels were not altered by PRDM6 depletion. Nevertheless, it will be important to test whether Hoxb5 and Prdm6 interact functionally. 

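Hoxb5 (ENSMUSG00000038700.4, chromosome 11, 96303336 to 96306121, plus strand of mm10) overlaps the antisense gene Hoxb5os, and reads could be shared between them, so its level is uncertain. It was at 13.2 ± 3.96 CPM (SD, n = 7) in control DA and 1.80 ± 1.48 CPM (SD, n = 6) in control aorta, a log2 fold change of 2.87 (SE 0.65, edgeR adjusted p = 0.00312). This difference passed the 0.01 threshold in 22 of the 23 fits that each left out 1 library. In Prdm6-deficient DA the level was 7.80 ± 5.00 CPM (SD, n = 5), with single samples between 0.147 and 12.3 CPM, and control DA samples lay between 7.58 and 19.3 CPM. The log2 fold change with Prdm6 deficiency was -0.76 (SE 0.63, edgeR adjusted p = 0.529). It did not pass the threshold, though 5 of 5 Prdm6-deficient samples lay below the control DA median. It ranged from -0.99 to -0.45 with each library left out in turn. Other alternatives gave values down to -1.74, from limma-voom (adjusted p = 0.0666), with -1.11 for the animal series as a covariate (edgeR adjusted p = 0.379). At these standard errors, a decrease of this size could not be told from no change.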

The regulation of SMC phenotype is also highly dependent upon local environmental cues, including those that sense mechanical forces (48). Given that the DA is exposed to very different mechanical signals from the rest of the outflow tract, it is possible that this leads to DA-selective changes in gene expression that modify the baseline identity of neural crest–derived SMCs.

The dramatic effect of Prdm6 depletion on myogenic tone and contractility of isolated DA segments provides convincing evidence that Prdm6 is required for normal DA constriction. However, since Prdm6 depletion in DA SMCs resulted in many significant gene expression changes, it is difficult to ascertain which mediate the contractile deficiencies observed. The downregulation of the SMC gene program may be important, and the fact that patent DA phenotypes have been observed in neural crest cell–specific myocardin-KO (49) and global SMMHC-KO mice (50) adds support for this idea. However, even though Prdm6 depletion decreased SMC differentiation marker gene expression, mRNA levels for the SMC markers remained relatively high compared with non-SMC cell types and were not much different than that observed in ascending aorta samples from WT mice. 

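In Prdm6-deficient DA, log2 fold changes against control DA were -1.90 (SE 0.20, edgeR adjusted p = 1.9e-07) for Myh11, -1.65 (SE 0.13, edgeR adjusted p = 2.6e-09) for Cnn1, -0.99 (SE 0.15, edgeR adjusted p = 3.4e-05) for Mylk and -0.66 (SE 0.11, edgeR adjusted p = 1.2e-04) for Tagln. For Actg2 and Acta2, which could share reads, they were -2.39 (SE 0.19, edgeR adjusted p = 2.6e-09) and -0.50 (SE 0.11, edgeR adjusted p = 0.00351). Srf changed by -0.51 (SE 0.12, edgeR adjusted p = 0.00625). Within the first and second series, Myh11 changed by -1.80 and -2.21. Srf passed the 0.01 threshold in 13 and Acta2 in 21 of the 23 fits that left out 1 library each.
Prdm6-deficient DA had 538 ± 116 CPM of Myh11, 461 ± 32.6 CPM of Cnn1, 278 ± 64.4 CPM of Mylk, 4321 ± 361 CPM of Tagln, 4737 ± 298 CPM of Acta2, 259.7 ± 22.4 CPM of Actg2 and 63.7 ± 3.16 CPM of Srf (SD, n = 5). Against control aorta, log2 fold changes of these 7 genes ranged from -0.12 to 0.49, with 5 higher and 2 lower by sign in Prdm6-deficient DA. None of the 7 passed the threshold of 0.01 (0 genes). The smallest adjusted p was 0.0644 (edgeR) for Mylk, and 1 gene had an unadjusted p under 0.05. In Prdm6-deficient aorta, Mylk rose by a log2 fold change of 0.65 (SE 0.15, edgeR adjusted p = 0.00759), and the other genes of the list stayed between -0.32 and 0.10. This rise of Mylk passed 0.01 in 13 of the 23 fits that left out 1 library each (largest edgeR adjusted p 0.0243) and in 8 of 10 other alternatives.

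**Figure D2:**
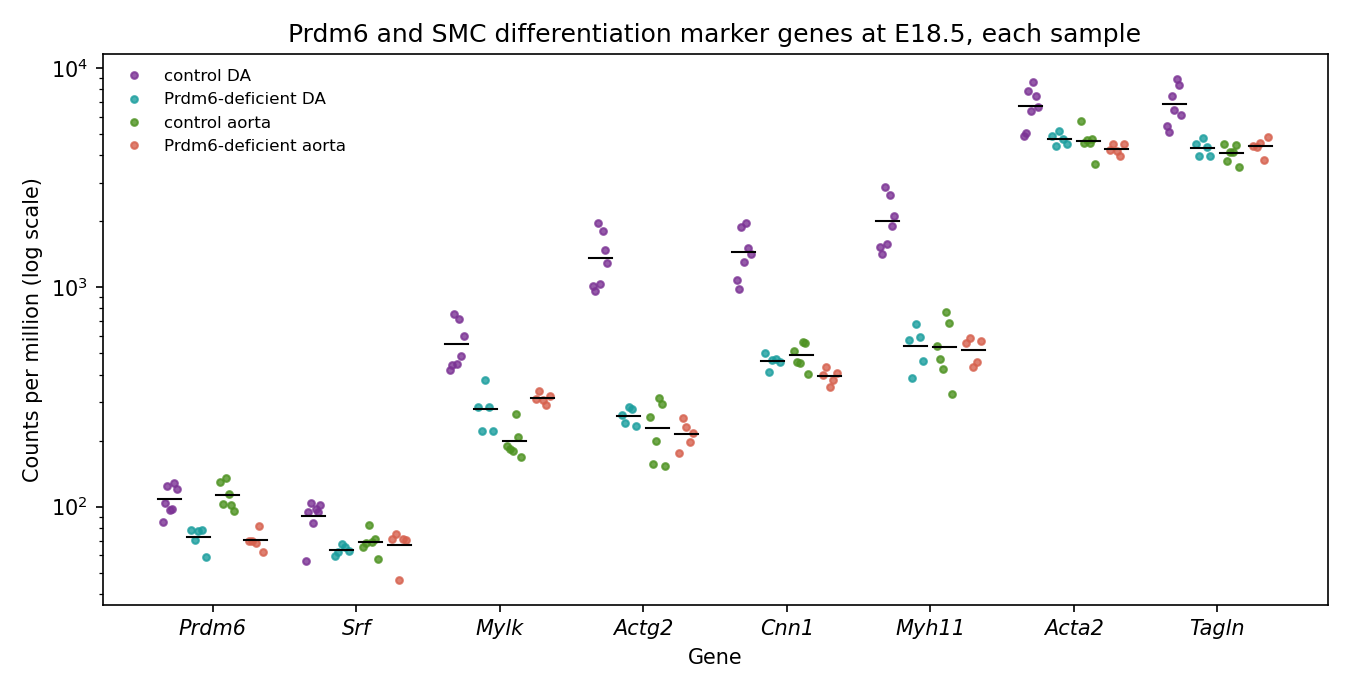
Level of Prdm6, Srf and 6 SMC marker genes in CPM on a log axis, by tissue and genotype. Each point is 1 sample (7 control DA, 5 Prdm6-deficient DA, 6 control aorta and 5 Prdm6-deficient aorta samples) and each black line is the group mean. Myh11, for example, averages 2005 CPM in control DA and 538 CPM in Prdm6-deficient DA.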

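The gene for EP4, Ptger4 (ENSMUSG00000039942.15), lies on chromosome 15, 5206661 to 5244187, minus strand of mm10. It was at 22.2 ± 6.77 CPM (SD, n = 5) in Prdm6-deficient DA, with samples from 13.2 to 31.1 CPM, and at 195 ± 51.8 CPM (SD, n = 7) in control DA, with samples from 134.1 to 256 CPM. The mean was 88.6% lower, and the log2 fold change was -3.13 (SE 0.25, edgeR adjusted p = 2.0e-09). It was -3.30 within the first series and -3.001 within the second, and it ranged from -3.29 to -2.99 with each library left out in turn. Control aorta had 30.8 ± 12.8 CPM (SD, n = 6), where replicate 4, at 55.9 CPM, lay far above the others. Against control aorta, control DA had a log2 fold change of 2.66 (SE 0.22, edgeR adjusted p = 3.6e-09) and Prdm6-deficient DA of -0.47 (SE 0.23, edgeR adjusted p = 0.318). In the aorta, Prdm6 deficiency changed Ptger4 by -0.25 (SE 0.23, edgeR adjusted p = 0.778), and the change in the DA minus that in the aorta was -2.88 (SE 0.32, edgeR adjusted p = 2.4e-06).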

EP4 expression in the DA was decreased by 90% in PRDM6-deficient DA samples. Although this receptor is highly and selectively expressed in the DA (see Figure 8) and is known to mediate DA relaxation, its knockout leads to a paradoxical patent DA phenotype (51), suggesting that DA closure is regulated by additional pathways and that compensatory mechanisms may be activated when DA closure signals are altered. The DA-selective transcription factor, Tfapb2, was also dramatically downregulated by more than 90%, and a critical next step will be to test whether restoring the expression of this, or other candidate genes, can rescue the effects of Prdm6 depletion.

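Tfap2b (ENSMUSG00000025927.13, chromosome 1, 19208914 to 19238576, plus strand of mm10) was at 35.9 ± 16.9 CPM (SD, n = 7) in control DA, with samples from 18.6 to 59.7 CPM. In Prdm6-deficient DA replicates 1, 2, 5, 6 and 7 it was at 3.18, 0, 2.38, 0.862 and 0.0491 CPM, with 3 counts or fewer in replicates 2 and 7. The mean was 96.4% lower in Prdm6-deficient DA, and the log2 fold change was -4.80 (SE 0.86, edgeR adjusted p = 2.8e-04), from -5.40 to -4.48 with each library left out in turn. Control aorta had 3.52 ± 3.62 CPM (SD, n = 6), with 9.98 CPM in replicate 4. The log2 fold change of control DA against control aorta was 3.34 (SE 0.72, edgeR adjusted p = 0.00193). With Prdm6 deficiency in the aorta it was -1.39 (SE 0.79, edgeR adjusted p = 0.501). The change in the DA minus that in the aorta, -3.41 (SE 1.11, edgeR adjusted p = 0.0763), did not pass the threshold of 0.01.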

Although many of the genes altered by Prdm6 depletion were also shown to bind Prdm6 by ChIP-Seq, the mechanisms by which Prdm6 alters gene expression are still unclear. The present studies were initiated by our demonstration that Prdm6 could bind MRTF-A, and the observation that Prdm6 depletion decreased SMC marker gene expression supports the idea that these factors cooperate to regulate SMC identity. However, with a few exceptions, we did not detect Prdm6 binding at the SMC-specific promoters, perhaps suggesting that the effects of Prdm6 on SMC identify may be secondary to effects on other transcription mechanisms. We did detect Prdm6 binding to a region shown to drive SMC-selective expression of myocardin (52), and it will be interesting to test whether Prdm6 interacts with the Mef2c, TEAD, and Fox transcription factors that mediate the regulatory activity of this enhancer. The fact that consensus cis elements for the TEAD and AP1 family of transcription factors were overrepresented in our Prdm6 ChIP-Seq data set suggests that Prdm6 may interact with additional transcription factors to control gene expression in SMCs. It is also possible that PRDM6 helps recruit MRTF-A to the promoters of important ductus genes that are not necessarily SMC selective or SRF dependent.

Many GWAS have identified genetic loci that contribute to variations in blood pressure and other cardiovascular disease endpoints. However, most of these are within or near genes that have no known connection to cardiovascular function and are defined by multiple noncoding variations in high linkage disequilibrium. Thus, critical next steps are to identify the causal variants at these loci and to determine the mechanism by which they exert their effects. The current studies are the first to our knowledge to identify the transcription mechanisms that control Prdm6 expression in SMCs, and our characterization of an SMC-selective enhancer within the Prdm6 third intron is an important advance. The observation that Int3.1 activity is mediated by SRF, RBPJ, and TEAD, 3 transcription factors known to be important for SMC-specific gene expression (17, 53, 54), suggests that the activation of Prdm6 expression in outflow tract SMCs during development is likely downstream or concurrent with SMC specification. Providing some evidence for this possibility, Li et al. have shown that MRTF-B is expressed in premigratory neural crest cells at E8.5 (several days before the activation of Prdm6) and that MRTF-B–deficient mice have defects in neural crest SMC differentiation and outflow tract development (55). 

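Myocardin is encoded by Myocd (ENSMUSG00000020542.18, chromosome 11, 65176561 to 65269989, minus strand of mm10). In Prdm6-deficient DA replicates 1, 2, 5, 6 and 7 its level was 15.5, 13.1, 28.6, 15.2 and 20.0 CPM, with a mean of 18.46 ± 6.22 CPM (SD, n = 5), and control DA had 28.8 ± 6.66 CPM (SD, n = 7), from 18.49 to 36.1 CPM. The mean was 35.9% lower in Prdm6-deficient DA. The log2 fold change was -0.64 (SE 0.18, edgeR adjusted p = 0.0167) and did not pass the 0.01 threshold. With each library left out in turn it ranged from -0.86 to -0.54, and the adjusted p passed the threshold in 2 of the 23 fits. DESeq2 gave an adjusted p of 0.00573 for this gene. In the aorta the log2 fold change with Prdm6 deficiency was -0.24 (SE 0.18, edgeR adjusted p = 0.698), and between control DA and control aorta it was 0.00 (SE 0.17, edgeR adjusted p = 0.995).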

The observations that PRDM6 expression was required for full myocardin expression and that the Int3.1 conserved region was transactivated by myocardin suggests a potential positive feedback loop that could help drive strong SMC identity. Our data also provide evidence that rs17149944 is the causal SNP for the cardiovascular disease locus within the Prdm6 third intron, though it is difficult to completely rule out the involvement of other variants. Based upon ENCODE data, rs17149944 is located within a CTCF ChIP-Seq peak detected in 84 separate cell lines just 3 bp downstream of a consensus CTCF binding sequence. Thus, it may exert its effects on Prdm6 expression by altering chromatin looping between the Int3.1 enhancer and the Prdm6 TSS. Of interest, in addition to being in high linkage disequilibrium with 3 variants directly implicated in blood pressure control, rs10077410, rs2287696, and rs13359291 (24, 26–28), the rs17174994 variant itself has been associated with atrial fibrillation (29). 

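In Prdm6-deficient DA, 9 of 12 Schwann cell marker genes were higher and 3 lower than in control DA by sign, with a median log2 fold change of 1.19 (camera adjusted p = 2.3e-04). Single-gene tests (edgeR) called 2 of them higher. Among 32 splits of the DA samples into groups of the same sizes, 6, the real one included, gave this set a camera p as small. With each library left out in turn, the adjusted p ranged from 1.9e-09 to 0.00205. With the inter-gene correlation estimated from the data, it was 0.465. Of 10 neuron marker genes, 8 were higher and 2 lower, 1 was called higher, and the set did not pass a threshold of 0.05 (median log2 fold change 0.58, camera adjusted p = 0.101). These tests do not tell expression within cells of the DA from nerve tissue in the samples.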

Given that the vagus nerve develops from the fourth pharyngeal arch (56) and that Prdm6 depletion increased neural gene expression in our study, it is possible that altered Prdm6 expression in neural crest–derived cells contributes to this association.

Somewhat surprisingly, we did not observe effects on blood pressure when Prdm6 expression was depleted in adult SMCs. Compensation by one or more of the many diverse mechanisms that maintain blood pressure homeostasis may have masked an effect of Prdm6 in our model, but we cannot rule out that the effects of Prdm6 on blood pressure are mediated by as-yet-uncharacterized expression in a non-SMC cell type. The association of Prdm6 with blood pressure could also be due to effects of Prdm6 during development. Given our demonstration that Prdm6 affected DA contractility, it is possible that similar effects in the vascular tree could lead to subtle structural alterations or compensatory remodeling that have downstream effects on blood pressure regulation in adults. Of interest in this regard, the third intron locus that contains rs17149944 has also been associated with pulse pressure (28), an endpoint usually mediated by increased aortic stiffening.

In summary, our studies provide potentially novel evidence for the importance of Prdm6 in DA function and closure. Our data suggest that Prdm6 is critical for a DA-selective gene program characterized in part by strong expression of the SMC differentiation marker genes. We show for the first time to our knowledge that Prdm6 depletion in neural crest–derived SMCs results in decreased DA tone and contractility, likely explaining the patent DA phenotype observed in Wnt1^Cre2^ Prdm6^fl/fl^ mice and in humans that have Prdm6-coding mutations. Our characterization of the regulatory elements that drive the SMC-selective expression of Prdm6 should add to our understanding of DA development and the mechanisms by which cardiovascular disease–associated variations within the Prdm6 affect its expression. Finally, our studies provide a strong foundation for future examination of mechanisms that control DA contractility and closure.

## Methods

### Animal models.

All mouse lines examined were on a C57/Black6 background (at least 6 backcrosses). To knock out Prdm6 in neural crest cells, Prdm6^fl/fl^ mice (a gift from Jurgen Ruland, Technical University of Munich, Munich, Germany) (22) were crossed with the well-characterized Wnt1^Cre2^ transgenic line (The Jackson Laboratory) (33) in which Cre-recombinase is driven by the Wnt1 promoter. Wnt1^Cre2^ Prdm6^fl/fl^ mice were generated by crossing male and female Wnt1^Cre2^ Prdm6^wt/fl^ mice and were analyzed at several developmental time points, including E13.5, E15.5, E17.5, E18.5, P1, and P2. It is important to note that Wnt1^Cre2^ Prdm6^wt/fl^, Wnt1^Cre2^ Prdm6^wt/wt^, and Prdm6^fl/fl^ mice were phenotypically indistinguishable from C57/Black6 mice and were used as littermate controls in all experiments. For lineage tracing Wnt1^Cre2^ Prdm6^fl/fl^ mice were bred to the ROSA26^LacZ^ indicator strain (The Jackson Laboratory) (44). To knock out Prdm6 in adult SMCs, Prdm6^fl/fl^ mice were crossed with a tamoxifen-inducible Cre line driven by the SM MHC promoter (SMMHC^CreERT2^) (from Stefan Offermanns, Max Planck Institute, Bad Nauheim, Germany) (44). Cre activity in this model was activated by treatment with tamoxifen (100 mg/kg) by oral gavage for 5 consecutive days.

### LacZ tissue staining.

Wnt1^Cre2^ Prdm6^fl/fl^ ROSA26^LacZ^ and Wnt1^Cre2^ ROSA26^LacZ^ mice were euthanized at P1, and chest cavities were opened to expose the heart and outflow tract. After a brief rinse in phosphate-buffered saline (PBS), mice were fixed in 4% paraformaldehyde (PFA) for 20 minutes. After three 10-minute incubations in wash buffer (0.1 M phosphate buffer pH 7.3, 0.1% sodium deoxycholate, 0.02% NP-40, 0.05% BSA), pups were incubated overnight at room temperature in X-gal staining solution (wash buffer containing 1 mg/mL X-gal from MilliporeSigma, 5 mM ferrocyanide, and 5 mM ferricyanide) as previously described (18).

### Histology, immunofluorescence, and in situ hybridization.

Mouse embryos collected by C-section were rinsed in PBS. After removing the head and neck, embryos were either snap-frozen in Tissue-Tek OCT compound (VWR 102094-106) and stored at –80°C or fixed in 4% PFA for 24 hours and processed for paraffin-embedding. Both frozen and paraffin-embedded embryos were cut into 10- to 15-micron sections, and those that contained the outflow tract arteries were collected onto charged slides. For histological observations, sections were stained with H&E using standard protocols. For immunostaining, frozen sections were thawed and then fixed in ice-cold acetone for 10 minutes while paraffin-embedded sections were deparaffinized, rehydrated, and subjected to antigen retrieval by incubating in 10 mM sodium citrate buffer (pH 6.0) at 95°C for 10 minutes. All sections were then washed 3 times in 1× PBS and blocked for 1 hour at room temperature with 5% goat serum in PBS. Abs against the following proteins were applied overnight at 4°C; β-galactosidase (Thermo Fisher Scientific PA5-102503, 1:100), CNN1 (Abcam ab46794, 1:250), CD31 (Abcam ab56299, 1:400), and SM α-actin (MilliporeSigma A5228). Sections were washed with PBS 3 times for 10 minutes, then incubated with secondary Abs (A21202 and A21422 from Invitrogen) (1:500) and DAPI (1:1,000) for 1 hour at room temperature before being mounted with Fluoromount-G mounting medium (SouthernBiotech 0100-01). For RNAscope-based in situ hybridization, slides were processed and stained using the RNAscope Multiplex Fluorescent V2 Assay (ACDBio 323110) according to manufacturer instructions. Target retrieval was performed at 99°C for 15 minutes, followed by Protease Plus (ACDBio 322331) treatment at 40°C for 30 minutes. Probes used include Prdm6 (ACDBio 456891), Tfap2b (ACDBio 536371-C2), and EP4 (ACDBio 441461-C3). Images were taken with a confocal microscope (Zeiss LSM 700 Confocal Laser Scanning Microscope) and were analyzed using ImageJ/Fiji software.

To better visualize the status of the DA in mice, intracardiac perfusion was performed using Microfil silicone rubber injection compound (MV-122; Flow Tech Inc.) per manufacturer’s instructions.

### Indomethacin treatment.

A single dose of indomethacin (20 mg/kg) was administered to pregnant dams at E18.5 by oral gavage. Four hours after dosing, fetuses were delivered by C-section and processed for histological analysis as described above.

### RNA-Seq.

E18.5 embryos were collected from Wnt1^Cre2^ Prdm6^fl/fl^ (*n* = 5) and littermate control mice (*n* = 7). Ascending aorta and DA samples were isolated by microdissection, and total RNA from each sample was isolated using the RNeasy UCP Micro Kit (QIAGEN 73934) per manufacturer’s instructions. Low-input RNA-Seq (151 bp, paired-end) was performed by Novogene Corporation Inc., with an average of 25.8 million paired reads generated per sample. All RNA samples sequenced had RNA integrity number values greater than 9.0. For each sample, sequences were filtered using fastq quality filter (FASTX-Toolkit) (RRID:SCR_005534) requiring at least 90% of bases (-p 90) to have a minimum quality score of 20 (-q 20). Adapter sequences were removed using tagdust (57) at a false discovery rate (-f) of 0.001. Sequences were aligned to the mm10 mouse reference genome and GENCODE (58) version 20 gene annotation with STAR (59) using default parameters, with an average of almost 95% of reads aligned. Expression was quantified with rsem (60) using default parameters. Data were deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (NCBI GEO), accession number GSE221004.

### Pressurized vessel myography.

Ductus and ascending aorta segments from 4 to 8 fetuses representing at least 4 litters were used for each myography study. Wnt1^Cre2^ Prdm6^fl/fl^ and control vessels were freshly isolated, and vasoreactivity was evaluated using cannulated, pressurized vessel myography and computer-assisted videomicroscopy, as previously described (38–41, 61). Briefly, the excised vessel was mounted in custom myography chambers (University of Vermont), then equilibrated for 40 minutes at 37°C and 5 mmHg of distending pressure while submerged in modified, deoxygenated Krebs buffer. Chambers were placed on an inverted microscope equipped with a digital image capture system (IonOptix) to record changes in intraluminal diameter. Pressure was increased to 20 mmHg in 5 mmHg increments followed by exposure to deoxy buffer containing 50 mM KCl (in mM: 64 NaCl, 50 KCl, 2.5 CaCl_2_ 2H_2_O, 0.9 MgSO_4_, 1 KH_2_PO_4_, 11.1 glucose, 34 NaHCO_3_, pH 7.3) to determine vessel viability and peak contractility. Chambers were then changed from a flow-through system to a recirculating system (20 mL total volume) and allowed to re-equilibrate for 20 minutes. Lumen diameter was initially recorded as the resting diameter at 5 mmHg baseline for deoxygenated conditions. Pressure-induced tone (myogenic response) was monitored as the change in lumen diameter (from peak to trough after 10 minutes at each new pressure) during the pressure ramps. In some studies, progressive changes in lumen diameter in response to increased concentrations of KCl (12.5, 25, 50 mM) were recorded and compared. For oxygen treatment studies, vessels were changed from a recirculating system that was continuously aerated with deoxygenated gas (pO_2_ ~38–42 Torr) to one aerated with increasing concentrations of oxygen (Krebs buffer bubbled with either 0, 2, 5, 12, 21, or 95% O_2_/5% CO_2_/balanced N_2_) (38) until a new lumen diameter was recorded. Before each increase in oxygen concentration, lumen diameters were allowed approximately 10 minutes to achieve a new stable baseline (maximum of 20 minutes). Under 95% oxygen conditions, vessels were exposed to the thromboxane receptor agonist U46619 (10^–7^ M; MilliporeSigma) to evaluate maximal contractile response. At the end of each study, vessels were exposed to 50 mM KCl to verify vessel responsiveness and integrity.

### Blood pressure measurements.

Radiotelemetry (Data Sciences International) was used to measure blood pressure in tamoxifen- and vehicle-treated SMMHC^CreERT2^ Prdm6^fl/fl^ mice aged 12–16 weeks as previously described (18). In some experiments, l-NAME was added to drinking water at increasing doses (50 mg/L, 150 mg/L, 450 mg/L) every 7 days.

### Cell culture, transfections, and luciferase assays.

HuBrSMCs were purchased from Lonza and maintained in Clonetics Smooth Muscle Growth Medium-2. Primary rat aortic SMCs were isolated as previously described (62) and maintained in DMEM:F12 supplemented with 10% FBS and 0.5% penicillin/streptomycin. Outflow tract SMCs were isolated from the aortic arch and the DA of Prdm6^fl/fl^ mouse embryos at E18.5 as previously described (63). After 3 passages, more than 95% of cells were positive for SM α-actin and calponin-1 and showed a typical elongated cell morphology. Immortalized primary mouse ECs were previously described (64). COS-7 cells (ATCC), multipotential 10T1/2 cells (ATCC), and ECs (64) were maintained in DMEM supplemented with 10% FBS and 0.5% penicillin/streptomycin. Cells were transfected the day after plating at 70 to 80% confluence with the Transit-LT1 reagent (Mirus) per manufacturer’s instructions. Prdm6 regulatory elements were PCR-amplified from HuBrSMC genomic DNA and subcloned into pGL3 basic or pGL3 promoter vectors (Promega). Site-directed mutations were generated by the QuickChange protocol (Agilent Technologies) and were verified by Sanger sequencing. For luciferase assays, cells were seeded in 48-well plates at a density of 2.5 × 10^4^ cells/well and transfected with 250 ng of luciferase plasmid per well. Luciferase activity was measured 48 hours after transfection using the Steady-Glo Luciferase Kit (Promega) according to the manufacturer’s instructions. Raw luciferase values were normalized to the activity of the empty pGL3 basic or pGL3 promoter vectors. For transactivation experiments, 125 ng of expression plasmids (empty vector or myocardin) was cotransfected along with 125 ng of luciferase plasmid.

### siRNA knockdowns.

Cells were transfected with 30 nM siRNA targeting Prdm6 or GFP using Dharmafect transfection reagent (Dharmacon). Quantitative PCR for Prdm6 and several SMC markers was performed 72 hours after transfection. siRNA sequences used were Prdm6 5′GGUGCGCUCCUGGACGUAGCC3′ and GFP 5′GGUGCGCUCCUGGACGUAGCC3′.

### ChIP assays.

ChIP assays were performed as previously described (16) according to the SimpleChIP protocol (Cell Signaling Technology). Following chromatin digestion and shearing, immunoprecipitation was performed with 1 to 5 μg of one of the following Abs overnight at 4°C: anti-RBPJ (Cell Signaling Technology; catalog D10A4), anti-TEAD1 (Santa Cruz Biotechnology; catalog 393976), anti-SRF (Santa Cruz Biotechnology; catalog sc-335), anti-flag (Cell Signaling Technology; catalog 8146S), nonimmune rabbit IgG (Cell Signaling Technology; catalog 2729), or nonimmune mouse IgG (MilliporeSigma; catalog NI03). For PRDM6 ChIP-Seq experiments, flag-Prdm6 was subcloned into the p-Lenti vector (Addgene), then cotransfected into HEK293T cells (ATCC) with packaging vectors psPAX2 (Addgene plasmid 12260) and pMD2.G (Addgene plasmid 12259). Lentiviral particles were purified using standard protocols and then used to treat outflow tract SMCs. ChIP-Seq assays were performed on 2 independent replicates using an anti-flag Ab (Cell Signaling Technology; catalog 14793). Input control libraries were generated for each replicate, in which all steps except the immunoprecipitation were performed. Sequencing (151 bp, paired-end) of resulting DNA libraries was performed by Novogene Corporation Inc. Reads with >50% low-quality bases (<20) and with >15% uncalled bases (N) were removed. Adapters were trimmed and resulting reads <18 bases were removed. The remaining sequences were aligned to the mm10 reference genome using BWA (65) requiring a mapping quality of at least 13. Initial peaks were called using MACS2 (66) using matching input controls (*P* < 0.001). Overrepresented sequences in the ChIP-Seq data set were identified using HOMER (67). Data were deposited in the NCBI GEO, accession number GSE221094.

### Immunoprecipitations and Western blotting.

Epitope-tagged Prdm6 and MRTF-A expression constructs were transfected into COS-7 or 10T/12 cells. After 48 hours cells were lysed in RIPA buffer plus protease and phosphatase inhibitors. Approximately 1 mg of protein was incubated with 3 to 5 μg of anti-flag (Cell Signaling Technology; catalog 8146S), anti-myc (Cell Signaling Technology; catalog 2276s), or nonimmune mouse IgG (MilliporeSigma; catalog NI03) overnight at 4°C with rotation. Immunoprecipitants were washed 3 times in wash buffer (20 mM Tris HCl, pH7.3, 150 mM NaCl, 10% glycerol, 0.5% Triton X-100), eluted in sample buffer, resolved by SDS-PAGE, transferred to nitrocellulose, and probed with anti-flag (Cell Signaling Technology; catalog 8146S), anti-myc (Cell Signaling Technology; catalog 2276s), or anti-MRTF-A (sc-32909, Santa Cruz Biotechnology) Abs. For Western blots used to measure SMC differentiation marker gene expression, cleared RIPA lysates were boiled in sample buffer, run on an 10% SDS-PAGE gel, transferred to nitrocellulose, and probed with the following Abs: SM α-actin (MilliporeSigma, catalog A5228), CNN1 (LifeSpan Bio catalog LS-B7497), SM22 (Santa Cruz Biotechnology; catalog sc-271719), and GAPDH (Cell Signaling Technology; catalog 97166s).

### Far Western.

Flag-tagged MRTF-A variants were immunoprecipitated from COS-7 cells as above, resolved by SDS-PAGE, transferred to nitrocellulose, and then renatured according to previously established protocols (68). Blots were then incubated with recombinant GST-PRDM6 protein diluted in blocking buffer (20% goat serum, 3% BSA, in PBS) and then probed with an anti-GST Ab (Cell Signaling Technology; catalog 2622s).

### Liquid chromatography-tandem mass spectrometry analysis.

An anti–MRTF-A Ab (sc-32909, Santa Cruz Biotechnology) was used as above to immunoprecipitate endogenous MRTF-A from mouse AoSMCs. Washed immunoprecipitates were submitted directly for analysis by mass spectroscopy on a nanoACQUITY-Orbitrap Velos system. Samples were eluted over a 150-minute gradient from 1% to 40%, where mobile phase A was 0.1% formic acid and mobile phase B was acetonitrile with 0.1% formic acid. The top 8 most intense ions were chosen for higher energy collisional dissociation. Peptide coverage of immunoprecipitated MRTF-A was 26.8%.

### Statistics.

All data represent at least 3 independent experiments presented as means ± SEM. Means were compared by Student’s 2-tailed *t* test, and statistical significance was considered as a *P* value less than 0.05. For myography studies, change in lumen diameter was plotted as percentage change compared with baseline diameter at 20 mmHg resting tone (Prism 6, GraphPad Software). One-way ANOVA with repeated measures was used to detect differences in vessel caliber in response to increasing concentrations of KCl or oxygen. Knockout and control vessel response curves were compared by 2-way ANOVA. Bonferroni’s post hoc analysis was performed when significant differences were found. An unpaired 2-tailed Student’s *t* test was used to compare the effects of the thromboxane agonist, U46619, on DA and aorta contractility.

### Study approval.

All animal procedures were approved by the University of North Carolina and/or Vanderbilt University Institutional Animal Care and Use Committees. All animals were housed in facilities accredited by the American Association for Accreditation of Laboratory Animal Care.

## Author contributions

MZ designed research studies, conducted experiments, collected data, analyzed data, and wrote the manuscript. KDM designed research studies, conducted experiments, collected data, analyzed data, and wrote the manuscript. JCM designed research studies, conducted experiments, collected data, and analyzed data. HHC conducted experiments, collected data, and analyzed data. MTY conducted experiments, collected data, and analyzed data. ELS designed research studies, conducted experiments, collected data, analyzed data, and provided reagents. JMT designed research studies, analyzed data, wrote the manuscript, and provided reagents. JR designed research studies, conducted experiments, collected data, analyzed data, and provided reagents. TSF designed research studies, analyzed data, wrote the manuscript, and provided reagents. CPM designed research studies, conducted experiments, collected data, analyzed data, wrote the manuscript, and provided reagents.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
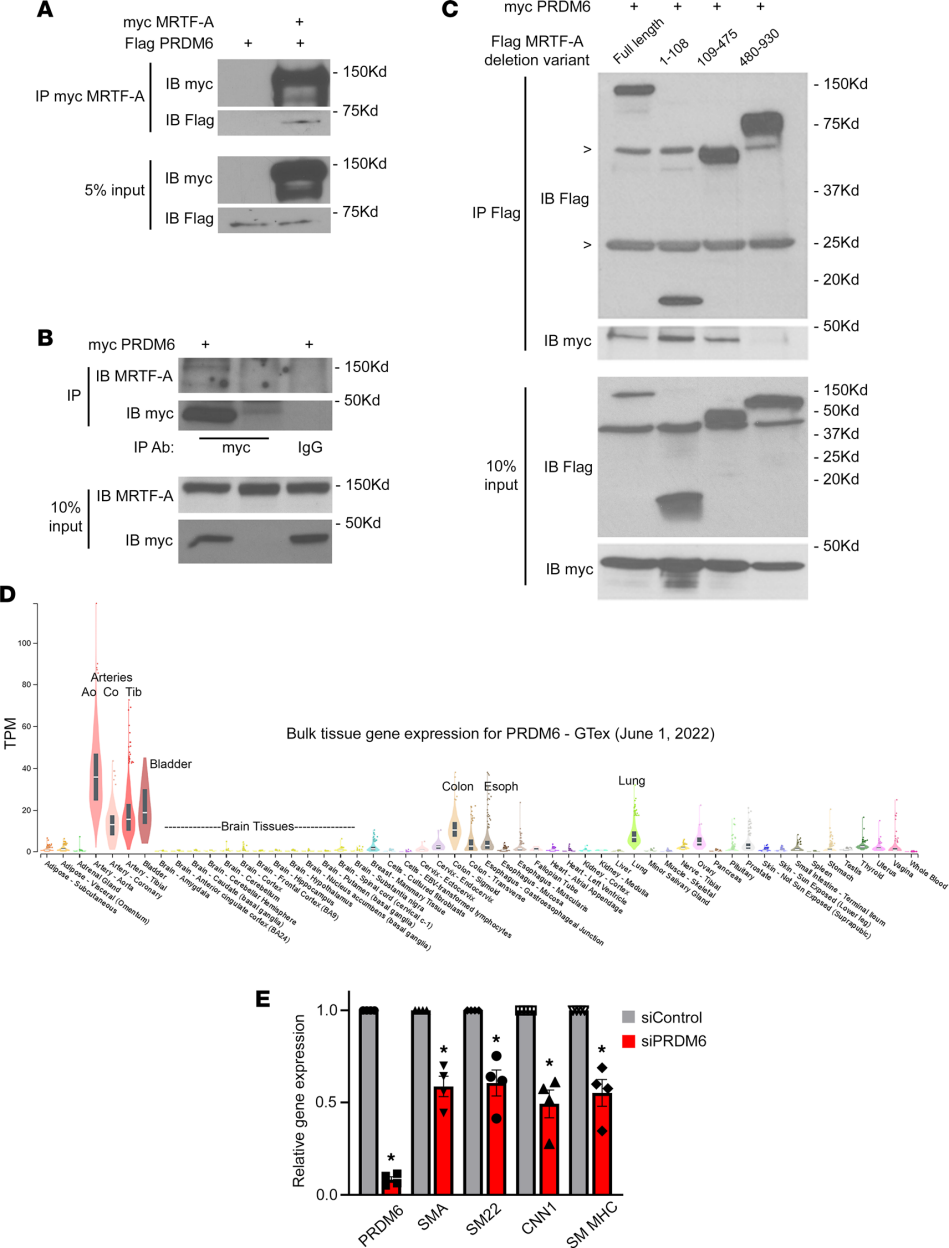
Prdm6 is an SMC-selective MRTF-A binding protein that regulates SMC phenotype. (**A**) COS-7 cells were transfected with flag-Prdm6 with/without myc-MRTF-A. Myc immunoprecipitates were separated on an SDS-PAGE gel, transferred to nitrocellulose, and then probed with anti-flag Ab. *n* = 2; representative blots shown. (**B**) 10T1/2 cells were transfected with myc-Prdm6 or empty vector. Myc and control IgG immunoprecipitates were run on SDS-PAGE and probed with an Ab against endogenous MRTF-A. Note that MRTF-A was only detected in IPs from lysates expressing myc-Prdm6 and immunoprecipitated with the anti-myc Ab. *n* = 2; representative blots shown. (**C**) COS-7 cells were transfected with myc-Prdm6 and the indicated flag-MRTF-A deletion fragment. Flag immunoprecipitates were run on an SDS-PAGE gel and probed with anti-flag (IP) or anti-myc (Co-IP) Abs. Nonspecific bands for IgG heavy and light chains are marked with arrowheads. *n* = 2; representative blots shown. (**D**) Genotype-Tissue Expression (GTEx) consortium data depicting normalized Prdm6 mRNA levels in the indicated human tissues. (**E**) Rat AoSMCs were treated with siRNAs targeting Prdm6 or GFP for 72 hours. Expression of the indicated genes was analyzed by quantitative reverse transcription PCR and normalized to GAPDH. *n* = 4; *P < 0.05. TPM, transcripts per million; SMA, SM α-actin.

**Figure 2:**
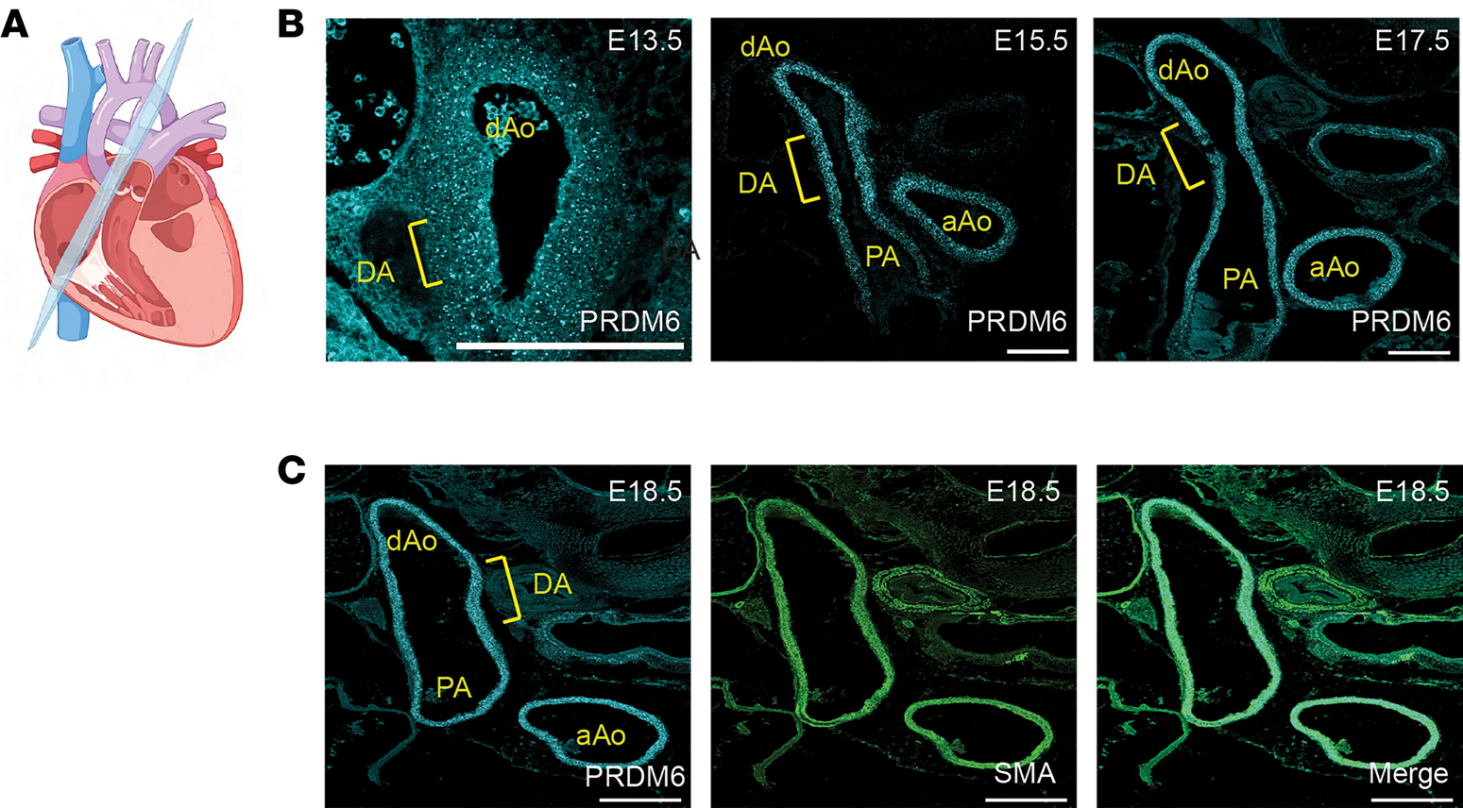
Prdm6 is highly expressed in outflow tract SMCs during development. (**A**) Schematic of section orientation for DA and outflow tract analysis. (**B**) RNAscope-based in situ hybridization for Prdm6 shows expression from E13.5 to E17.5 in all outflow tract arteries including the ascending aorta (aAo), descending aorta (dAo), pulmonary artery (PA), and DA. At least 2 pups per time point were examined. Representative images are shown. (**C**) Costaining of Prdm6 and SM α-actin (SMA) at E18.5 verified that Prdm6 expression is specific to vascular SMCs. Scale bar = 200 μm.

**Figure 3:**
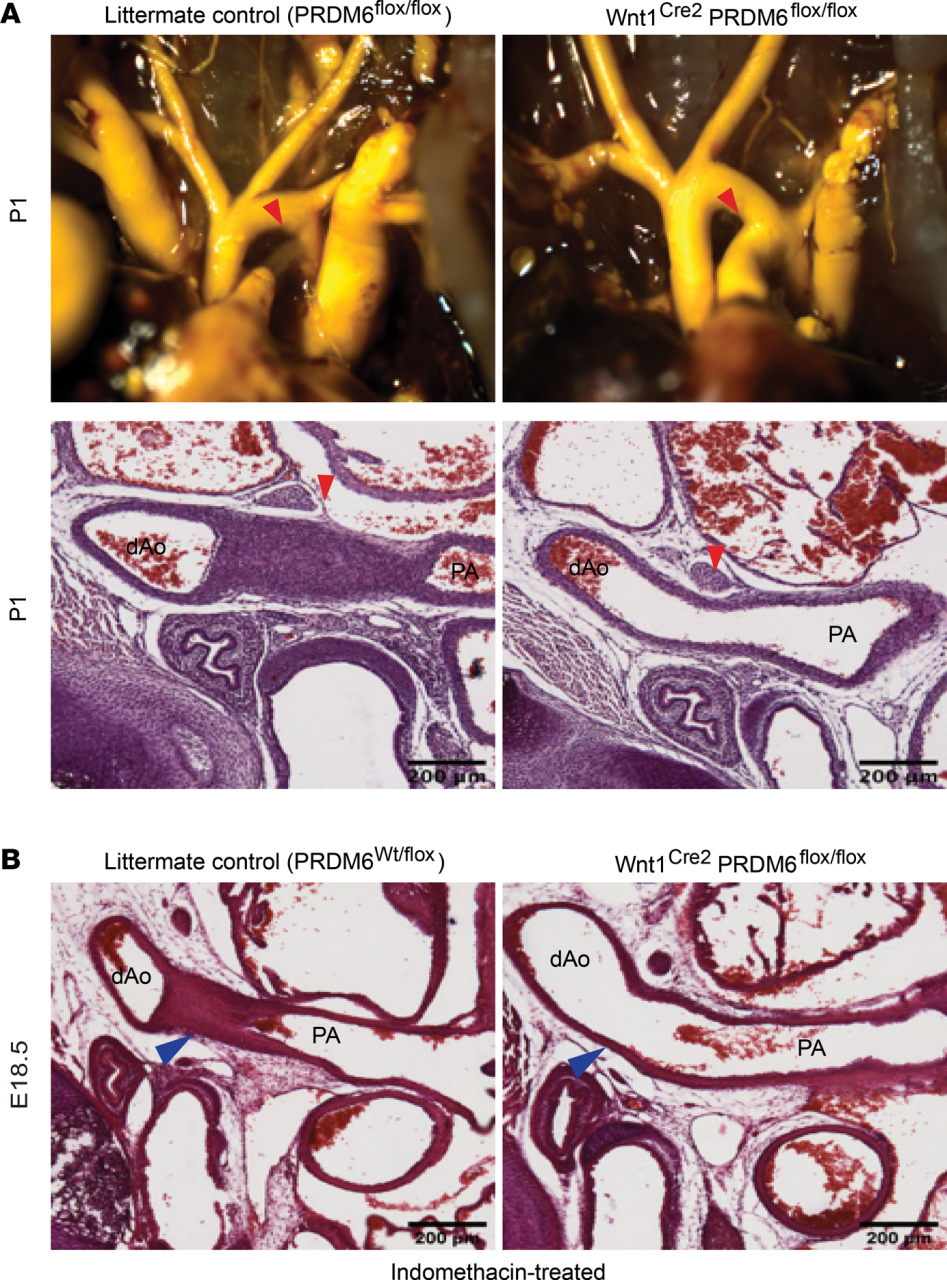
Wnt1^Cre2^ Prdm6^fl/fl^ mice exhibit patent DA. (**A**) Intracardiac Microfil injection (top) and histologic examination (bottom) of DA closure in Wnt1^Cre2^ Prdm6^fl/fl^ and littermate control mice at P1. The DA in these images is marked by a red arrowhead. At least 6 pups per group were examined. Representative images are shown. (**B**) Histological analysis of DA closure in E18.5 embryos isolated from dams treated for 4 hours with indomethacin (20 mg/kg). As marked by blue arrowheads, note that indomethacin treatment resulted in premature DA closure in utero in littermate control but not Wnt1^Cre2^ Prdm6^fl/fl^ mice. Scale bar = 200 μm. At least 7 fetuses per group were analyzed. Representative images shown. dAo, descending aorta; PA, pulmonary artery.

**Figure 4:**
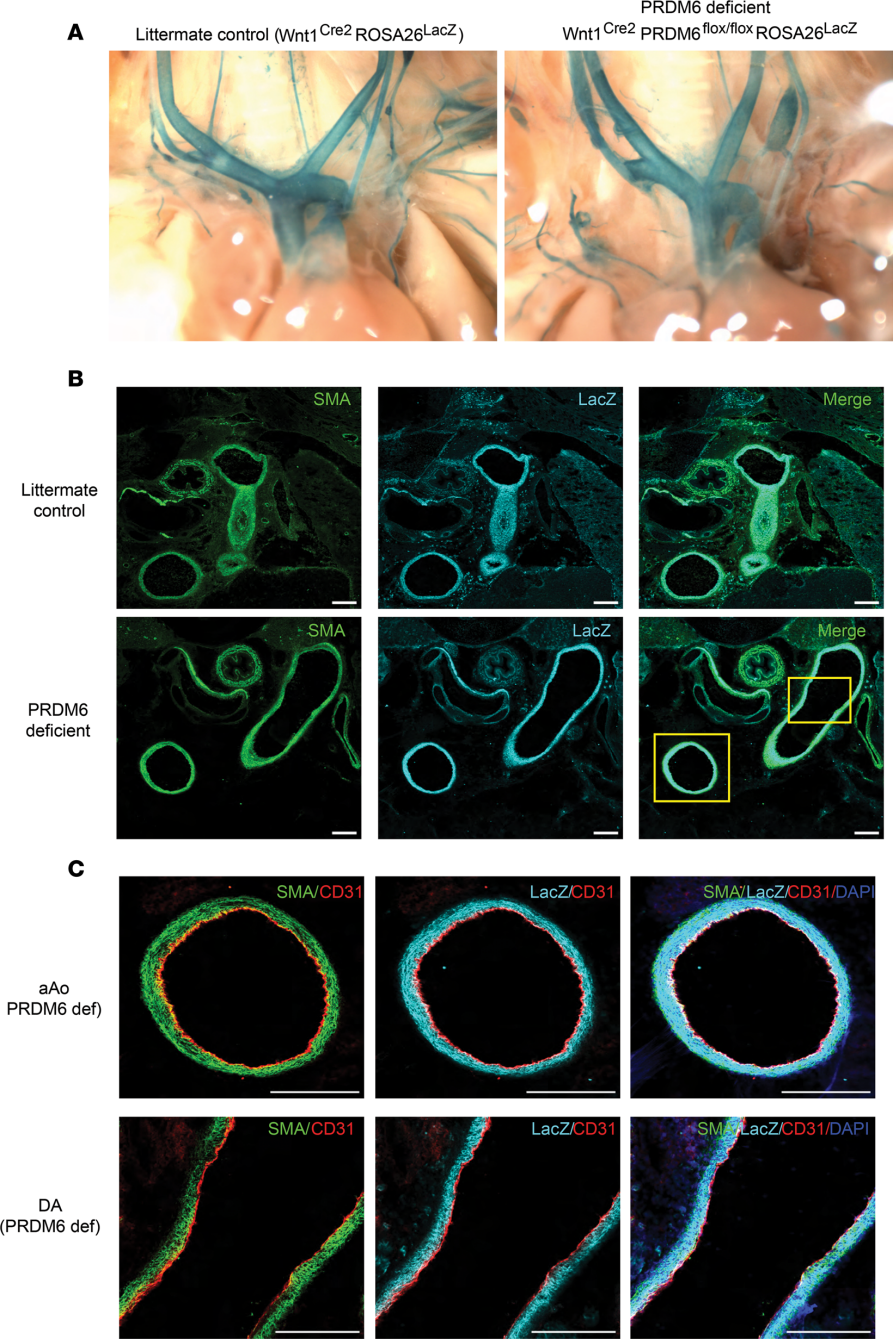
Prdm6 depletion does not affect neural crest cell investment of the outflow tract arteries. (**A**) X-gal staining of outflow tract arteries in Wnt1^Cre2^ ROSA26^LacZ^ and Wnt1^Cre2^ Prdm6^fl/fl^ ROSA26^LacZ^ pups at P1. At least 4 pups per group were examined. Representative images are shown. (**B**) Immunofluorescence staining for SM α-actin (SMA) and LacZ in P1 outflow tract sections from littermate control and neural crest–specific Prdm6-deficient mice. At least 4 pups per group were examined. Representative images are shown. Scale bar = 200 μm. (**C**) The boxed area in panel **B** is shown at higher magnification. SMA (green), LacZ (cyan), CD31 (red), and DAPI (blue). Scale bar = 200 μm. def, deficient.

**Figure 5:**
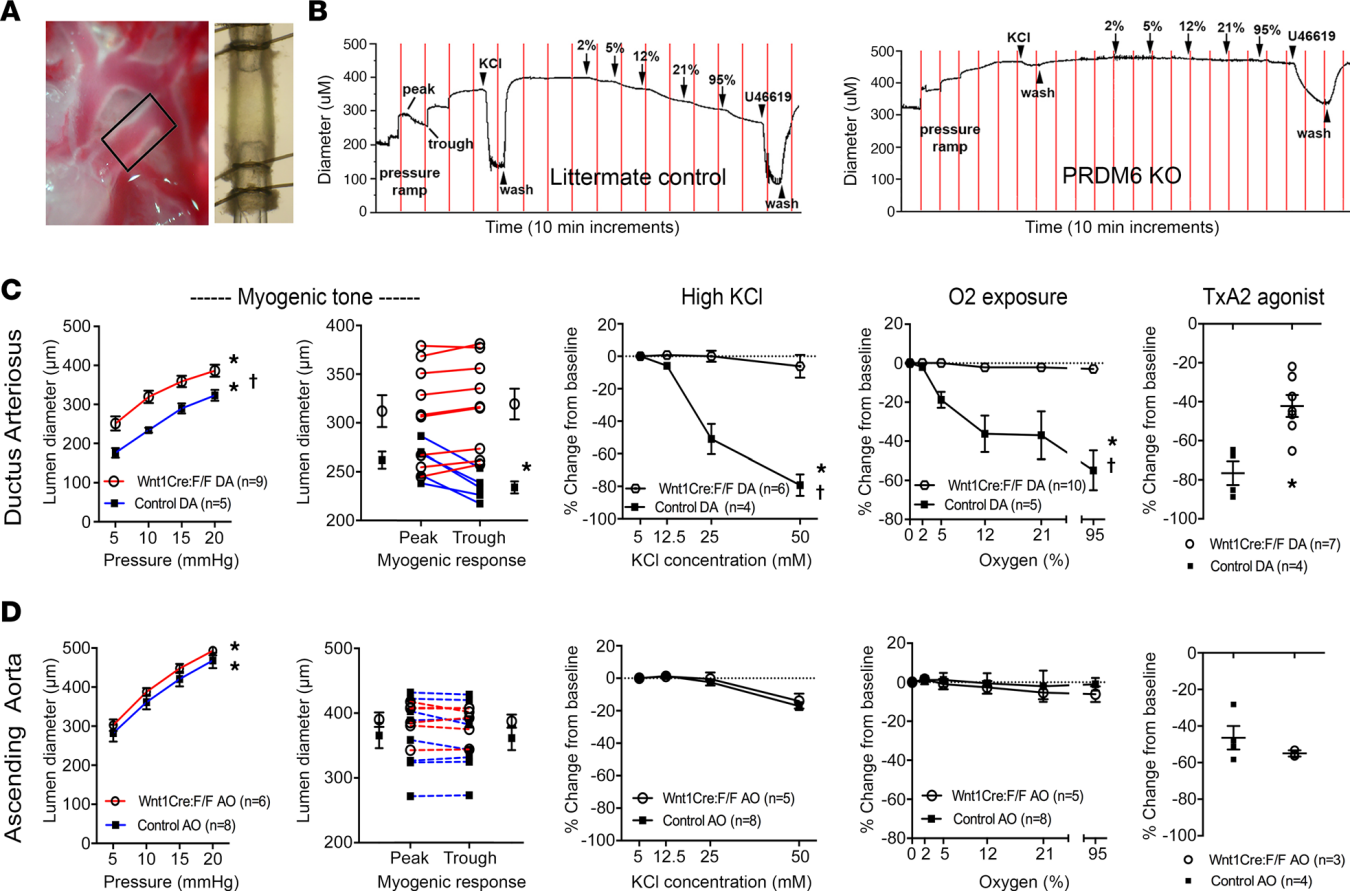
Prdm6 depletion reduces DA tone and contractile responses. (**A**) Visualization of the DA vessel segment isolated for myography experiments. (**B**) Representative diameter tracings for littermate control and Prdm6-deficient DAs exposed to increasing hydrostatic pressure, KCl, oxygen, and the thromboxane (TxA2) agonist, U46619 (100 nM). Please see Methods for more details. Summary graphs for the indicated exposures in DA (**C**) and ascending aorta (**D**) vessel segments. Note that Prdm6 deficiency did not affect the function of ascending aorta segments. *P < 0.05 for pressure and concentration response curves compared with baseline values (ANOVA) or U46619 response (*t* test); ^†^*P* < 0.05 between Wnt1^Cre2^ Prdm6^fl/fl^ and control response curves (2-way ANOVA).

**Figure 6:**
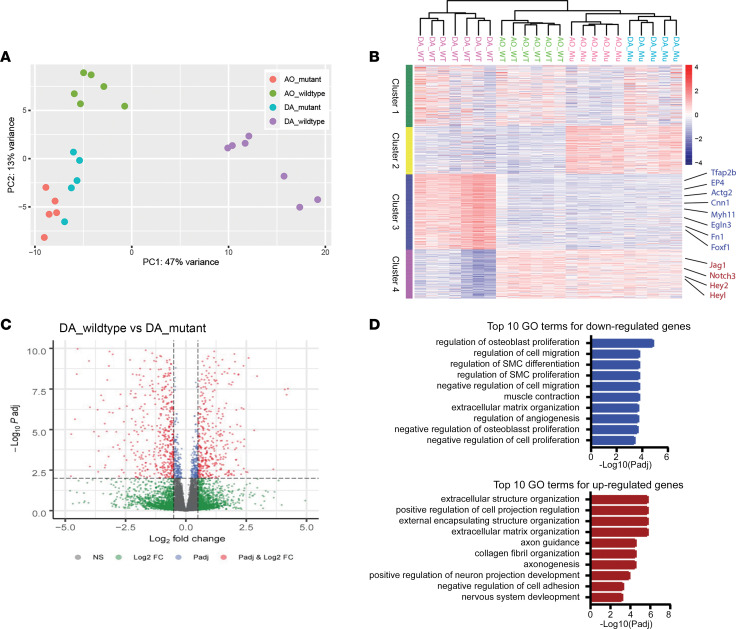
Prdm6 depletion inhibits a ductus-selective gene program. (**A**) Principal component analysis of RNA-Seq data from ascending aorta and DA samples isolated from Wnt1^Cre2^ Prdm6^fl/fl^ and littermate control mice at E18.5. (**B**) Two-dimensional hierarchical clustering of the top 1,000 genes differentially expressed in ascending aorta and DA samples from control and Prdm6-deficient mice. Potentially relevant Prdm6-dependent genes are listed on the right, and full gene lists for each cluster are available in Supplemental Table 2. (**C**) Volcano plot demonstrating differential gene expression between control and Prdm6-deficient DA samples. Genes colored in red are considered as significantly different (*P*adj < 0.01, logFC > 0.5, or logFC < –0.5). (**D**) Gene ontology analysis of genes significantly up- or downregulated by Prdm6 depletion in DA samples. logFC, log fold-change.

**Figure 7:**
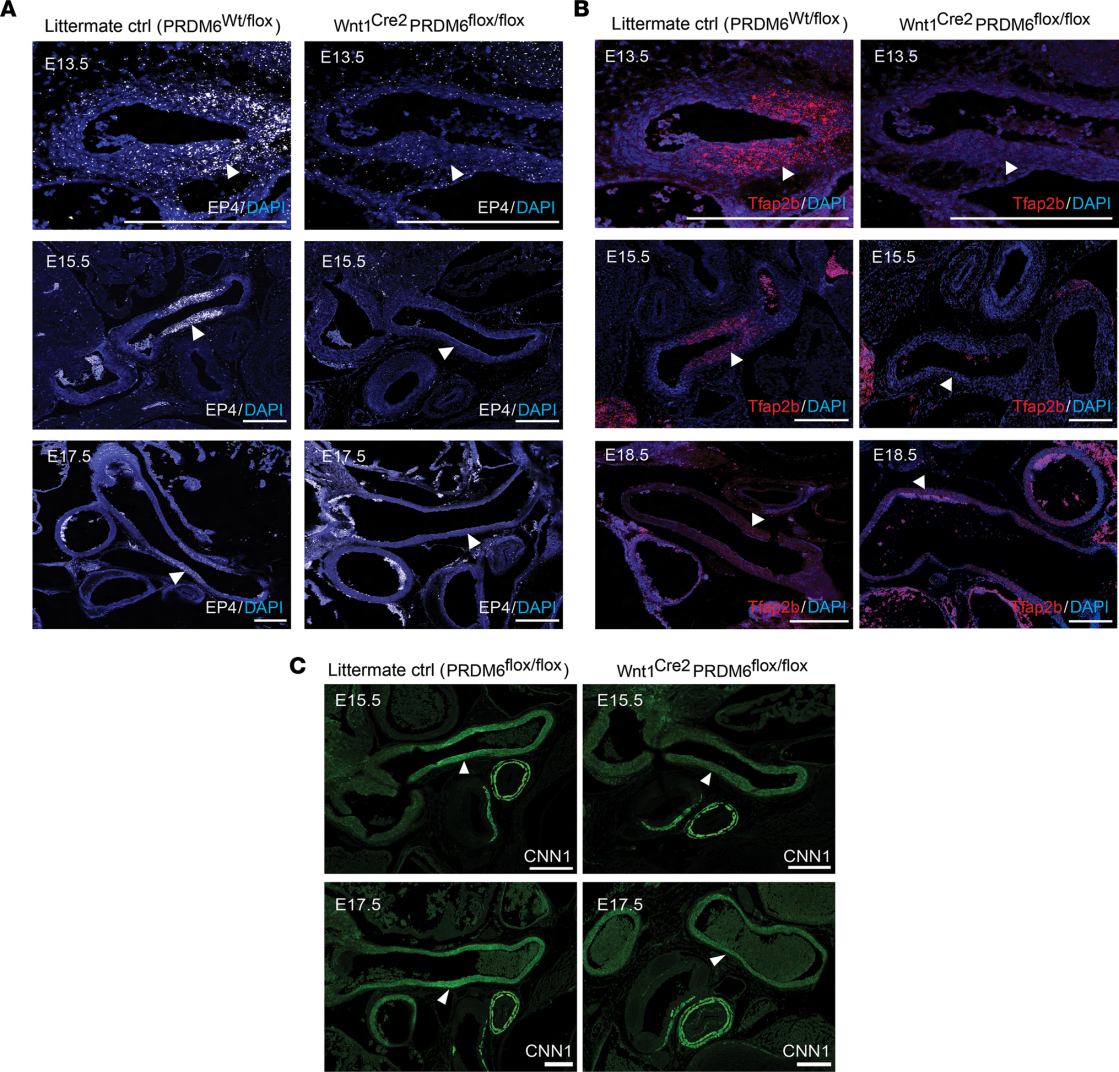
Characterization of EP4, Tfap2b, and CNN1 expression in littermate control and Prdm6-deficient neural crest–derived SMCs. RNAscope-based in situ hybridization of EP4 (**A**) and Tfap2b (**B**) expression in outflow tract arteries at the indicated developmental time points. At least 3 pups per group per time point were examined by these methods. Representative images are shown. (**C**) Immunofluorescence staining of CNN1 in outflow tract arteries at E15.5 and E17.5. At least 3 pups per group per time point were examined. Representative images are shown. Scale bar = 200 μm. For all panels note the Prdm6-dependent expression of each gene in the DA (white arrowheads).

**Figure 8:**
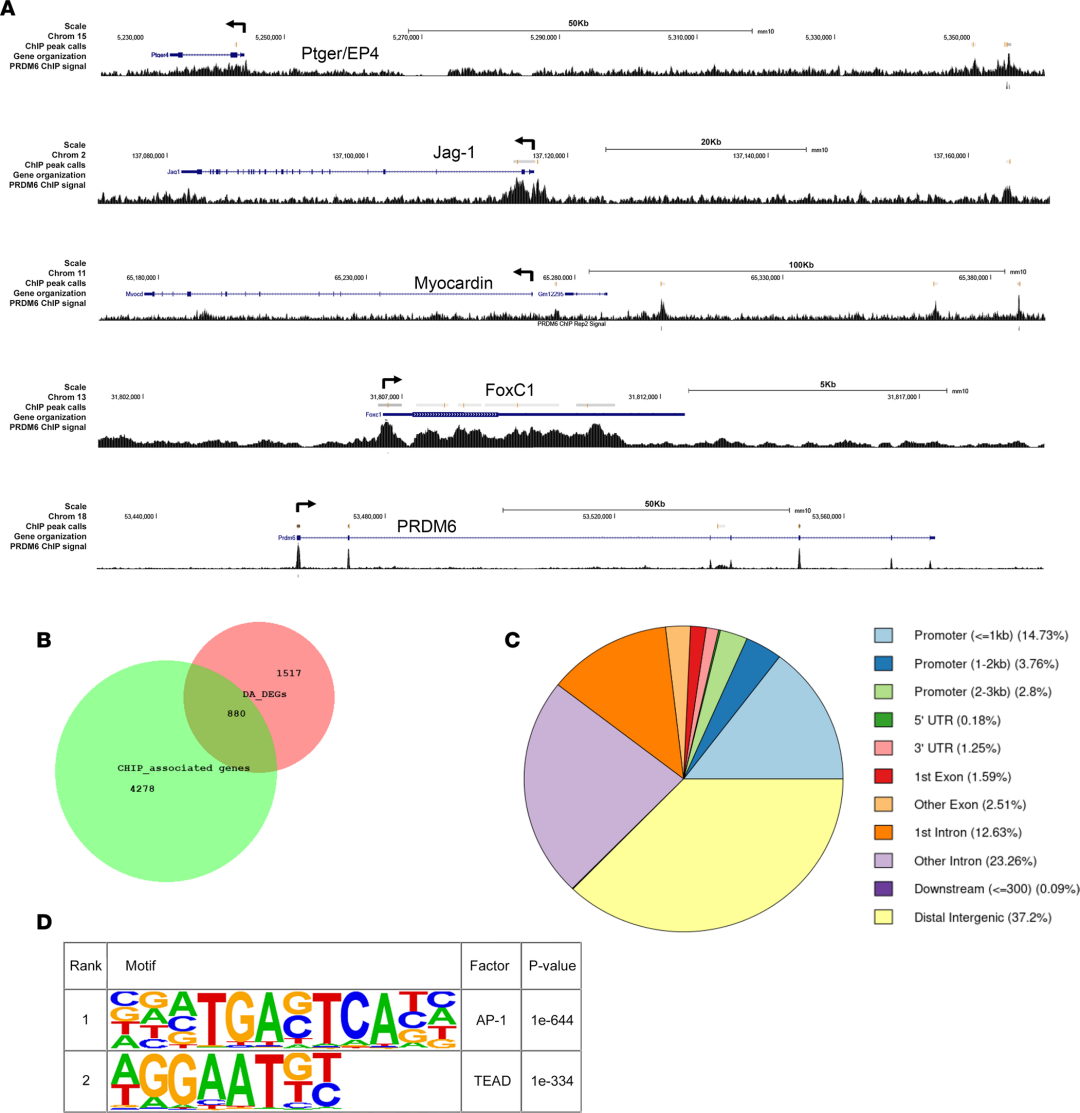
ChIP-Seq analysis of Prdm6 binding in mouse outflow tract SMCs. (**A**) Schematic of Prdm6 ChIP-Seq binding data for the indicated genes. (**B**) Venn diagram illustrating overlap of genes that bind Prdm6 (green circle) and those shown to be differentially expressed in ductus samples from littermate control and Wnt1^Cre2^ Prdm6^fl/fl^ mice (red circle). (**C**) Characterization of Prdm6 binding by gene region. (**D**) The top 2 overrepresented cis binding elements in the Prdm6 ChIP-Seq data set.

**Figure 9:**
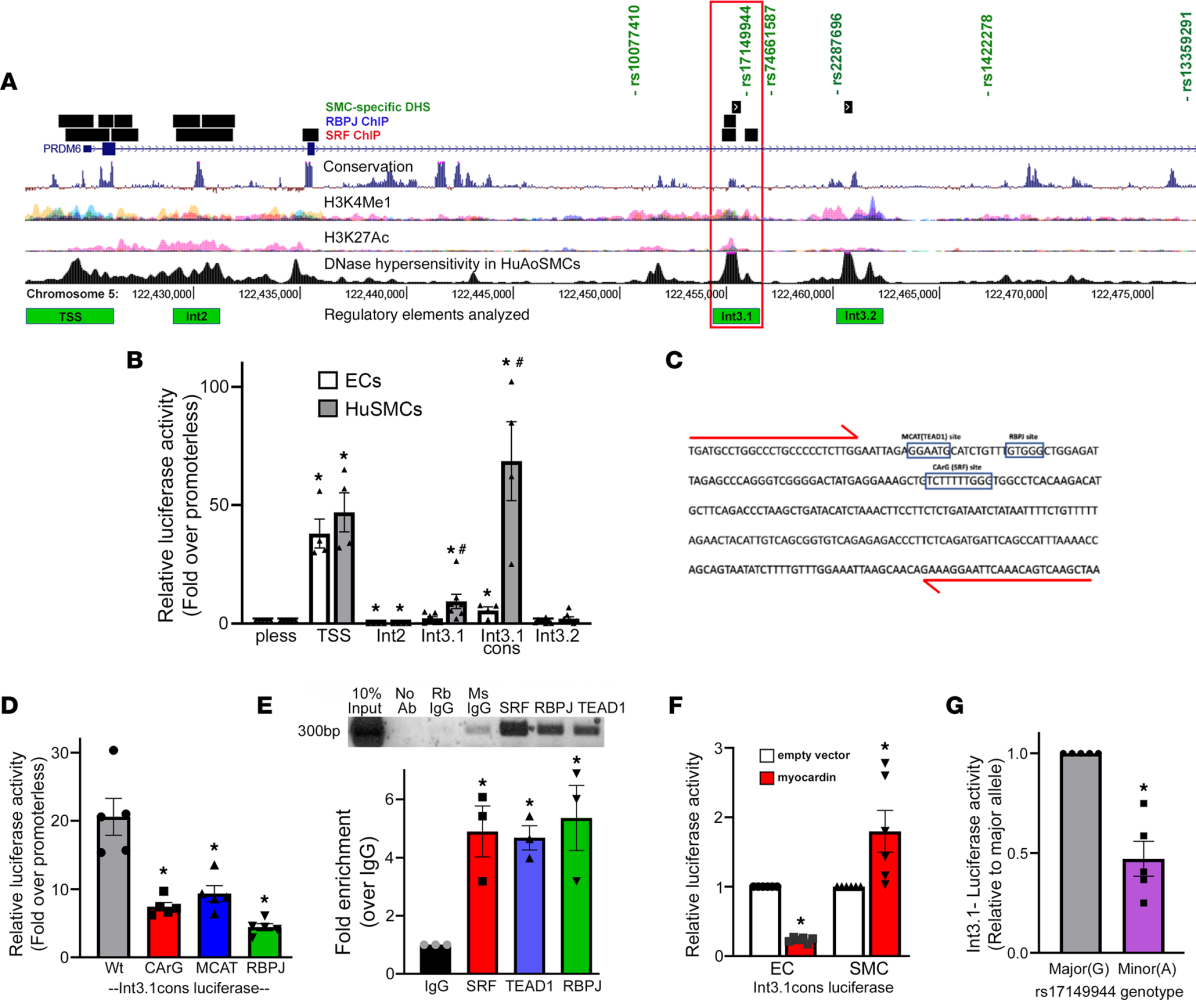
Identification of regulatory elements and genetic variations that control Prdm6 expression in SMCs. (**A**) Schematic illustrating the genome-wide data sets used to prioritize our search for regulatory elements that control the SMC-selective expression of Prdm6. (**B**) The indicated Prdm6 region was cloned into the appropriate luciferase reporter plasmid and then transfected into HuBrSMCs and mouse ECs. Luciferase activity was measured at 48 hours and is expressed relative to the appropriate empty vector. *n* ≥ 3 for all experimental groups. *P < 0.05 versus promoter less (*t* test); ^#^*P* < 0.05 versus ECs (*t* test). (**C**) DNA sequence of the 325 bp conserved region within the Int3.1 enhancer. (**D**) PCR mutagenesis was used to generate the indicated mutations in the context of the highly active In3.1 conserved regulatory region. Luciferase activity was measured at 48 hours and is expressed relative to the activity of the WT Int3.1 conserved construct. *n* = 5 for all groups. *P < 0.05 versus WT (*t* test). (**E**) Targeted ChIP assays measuring SRF, RBPJ, and TEAD1 binding to the endogenous Int3.1 region. PCR primers used for these experiments are shown in red in **C**. *n* = 3 for all groups. *P < 0.05 versus IgG (*t* test). (**F**) Int3.1 conserved-luciferase was transfected into ECs and SMCs with/without myocardin. Luciferase activity was measured at 48 hours and is expressed relative to Int3.1 conserved luciferase activity in the presence of empty expression vector. *n* = 5 for all groups. *P < 0.05 versus plus empty vector (*t* test). (**G**) PCR mutagenesis was used to generate an allelic series for the rs17149944 variation within the context of Int3.1-luciferase construct. Note that the presence of the minor A allele significantly reduced the activity of the Int3.1 enhancer. *n* = 5 per group. *P < 0.05 versus WT (*t* test).

**Figure 10:**
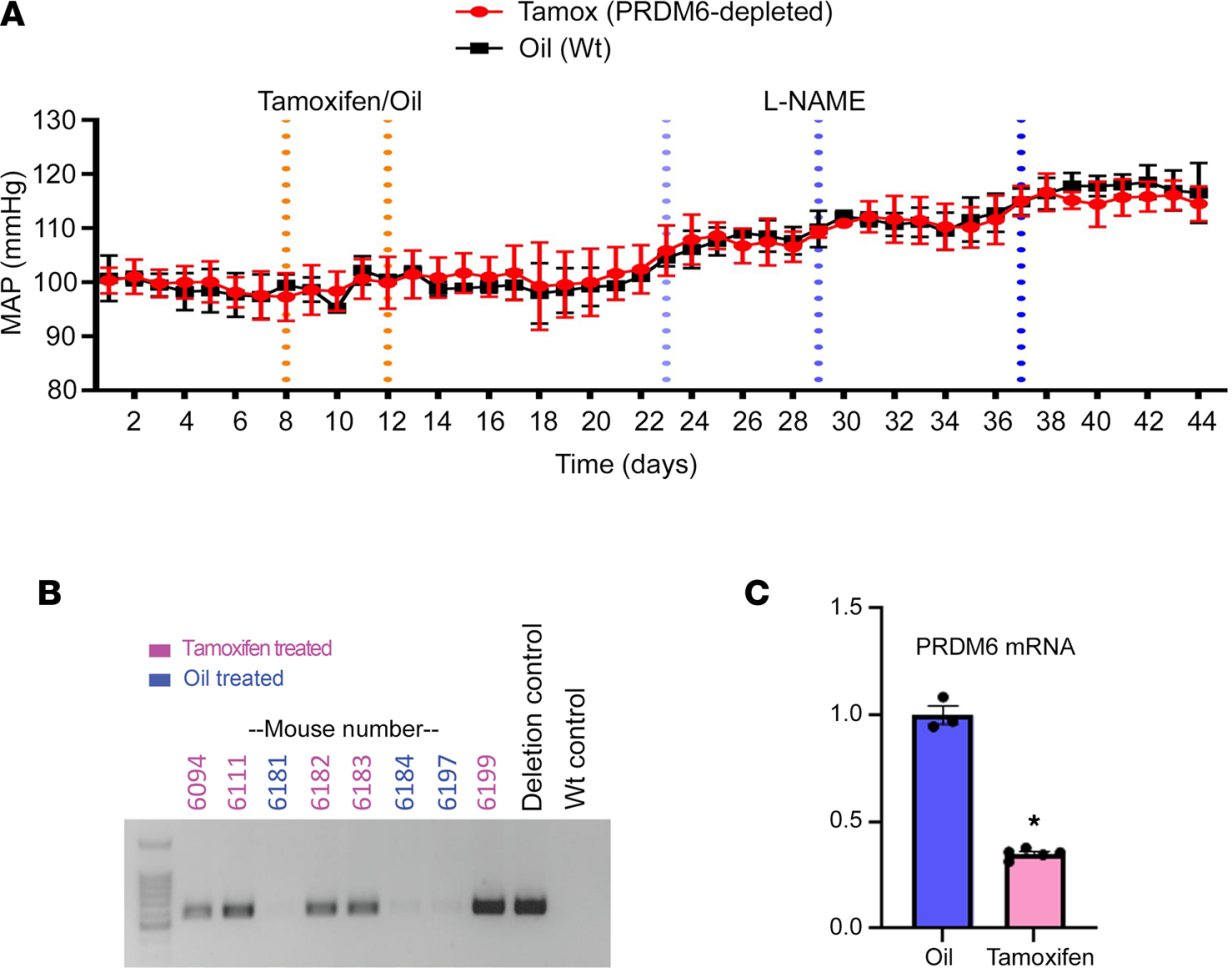
Prdm6 depletion in adult SMCs does not affect blood pressure or l-NAME–induced hypertension. Following telemeter implantation and equilibration, SMMHC^CreERT2^ Prdm6^fl/fl^ mice were treated with 100 mg/kg tamoxifen (*n* = 3) or corn oil (*n* = 3) by oral gavage for 5 consecutive days. l-NAME was added to drinking water at increasing doses (50 mg/L, 150 mg/L, 450 mg/L) 10 days later as indicated. (**A**) Blood pressure (mean arterial pressure, MAP) was monitored continuously by radio telemetry over the entire experiment. All blood pressure measurements are presented as averages over 24-hour periods. (**B**) PCR detection of floxed allele recombination in aorta samples from oil- and tamoxifen-treated SMMHC^CreERT2^ Prdm6^fl/fl^ mice. (**C**) Quantitative PCR–based measurement of *Prdm6* mRNA depletion in aorta samples from oil- and tamoxifen-treated SMMHC^CreERT2^ Prdm6^fl/fl^ mice. *n* = 3–5, *P < 0.05 (*t* test).

**Table 1:**
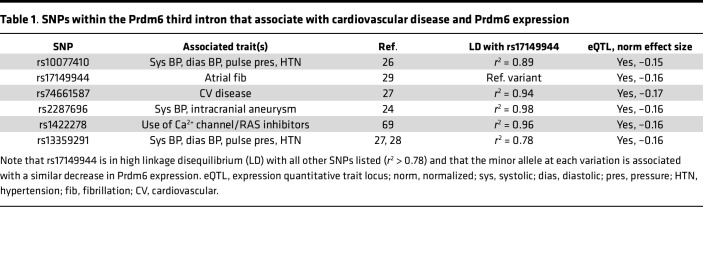
SNPs within the Prdm6 third intron that associate with cardiovascular disease and Prdm6 expression

# Supplementary material for: Prdm6 drives ductus arteriosus closure by promoting ductus arteriosus smooth muscle cell identity and contractility
**Source:** JCI Insight. 2023 Mar 8;8(5):e163454. doi: 10.1172/jci.insight.163454
**Supplement:** Supplemental data

**Supplemental Table I. MRTF-A binding partners in mouse SMC.** Endogenous MRTF-A was immunoprecipitated from mouse AoSMC lysates, and binding partners were identified by LS/MS/MS analysis.

## Supplemental Table I. (continued)

Suppl Fig 1

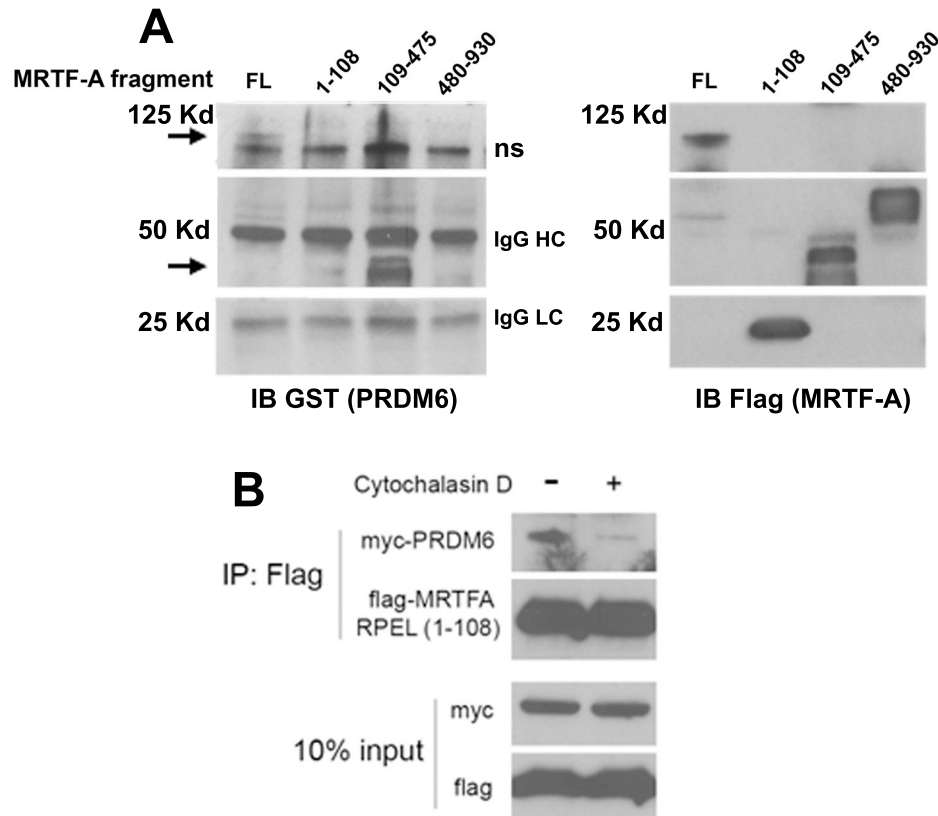

Supplemental Figure 1. Prdm6 interacted directly with MRTF-A. A) The indicated Flag-MRTF-A fragments were expressed in Cos-7 cells, purified by immunoprecipitation, run on an SDS page gel, and transferred to nitrocellulose. Following renaturation, blots were incubated with GST-Prdm6, washed, and then probed with an anti-GST Ab. Arrows mark interactions between PRDM6 and full length and 109-475 MRTF-A variants. n=2, representative blot shown. B) A flag-tagged N-terminal fragment of MRTFA (AA1-108) and full length myc-Prdm6 were expressed in COS cells. The MRTF-A N-terminal fragment was immunoprecipitated in the presence and absence of the actin binding drug cytochalasin, and washed immunoprecipitates were probed for myc. n=2, representative blot shown.

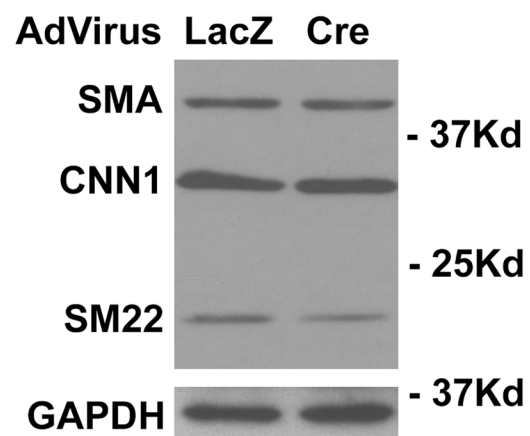

Supplemental Figure 2. PRDM6 depletion inhibited SMC marker protein expression. Outflow tract SMCs isolated from *Prdm6* flox/flox mice were treated with Cre or LacZ expressing virus. RIPA lysates were run on a 10% SDS page gel, transferred to nitrocellulose, and then probed for the indicated SMC marker. n=2, representative blot shown.

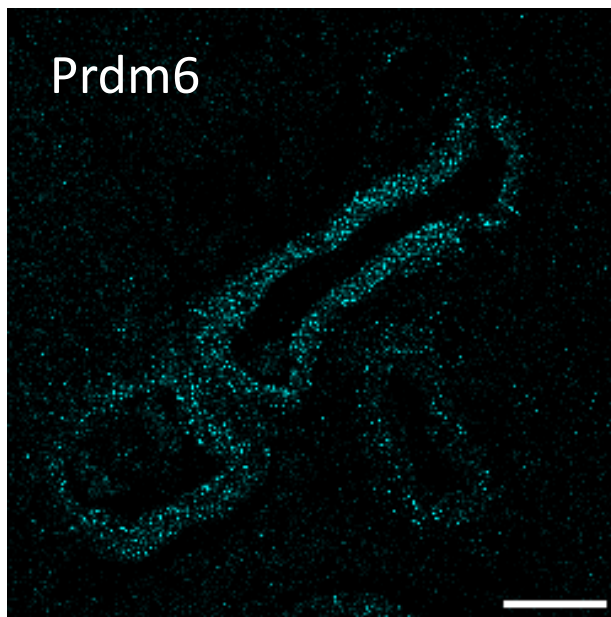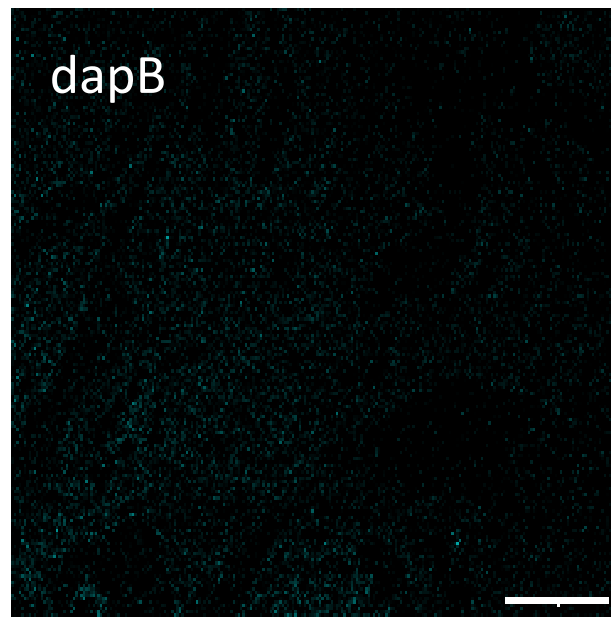

**Supplemental Figure 3.** Formalin fixed, paraffin embedded sections through the ductus arteriosus from E18.5 mice were processed for RNAscope-based in situ hybridization using probes specific to Prdm6 (left) or the bacterial gene, dapB (right). Scale bar = 200 microns

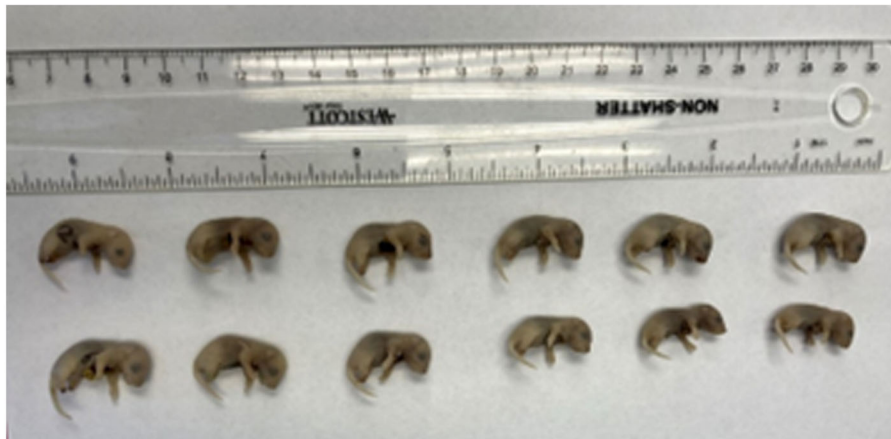

Supplemental Figure 4. Neural crest cell-specific deletion of *Prdm6* did not affect the overall size or general appearance of P1 mouse pups. *Wnt1Cre2PRDM6* flox/flox P1 pups (top) and littermate control P1 pups (bottom) from crosses between male and female *Wnt1Cre2PRDM6* Wt/flox mice. Note that the littermate control group consists of the following genotypes - *Wnt1Cre2PRDM6* Wt/flox, *Wnt1Cre2PRDM6* Wt/Wt, *PRDM6* flox/flox, *PRDM6* Wt/flox, and *PRDM6* Wt/Wt.

LacZ/CD31

SMA/CD31

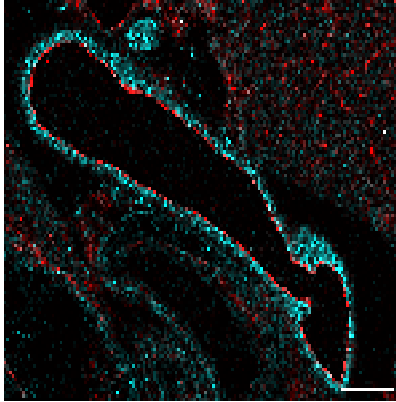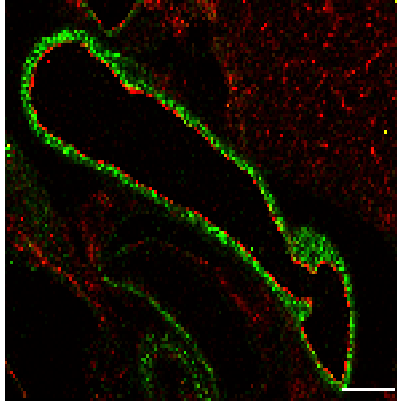

Secondary Abs only

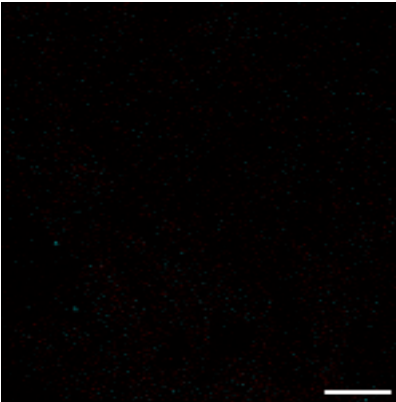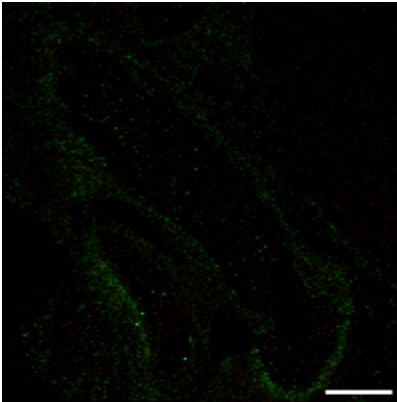

Supplemental Figure 5. Strong overlap between LacZ and SM  $\alpha$ -actin expression in outflow tract SMC of Wnt1Cre2ROSA26LacZ mice. Formalin fixed, paraffin embedded sections through the aortic arch of Wnt1Cre2ROSA26LacZ P1 mice were stained with anti-LacZ, anti-SM  $\alpha$ -actin (SMA), and anti-CD31 Abs. Note the strong overlap between LacZ and SM  $\alpha$ -actin expression and that we observed little to no background staining with secondary Abs alone.

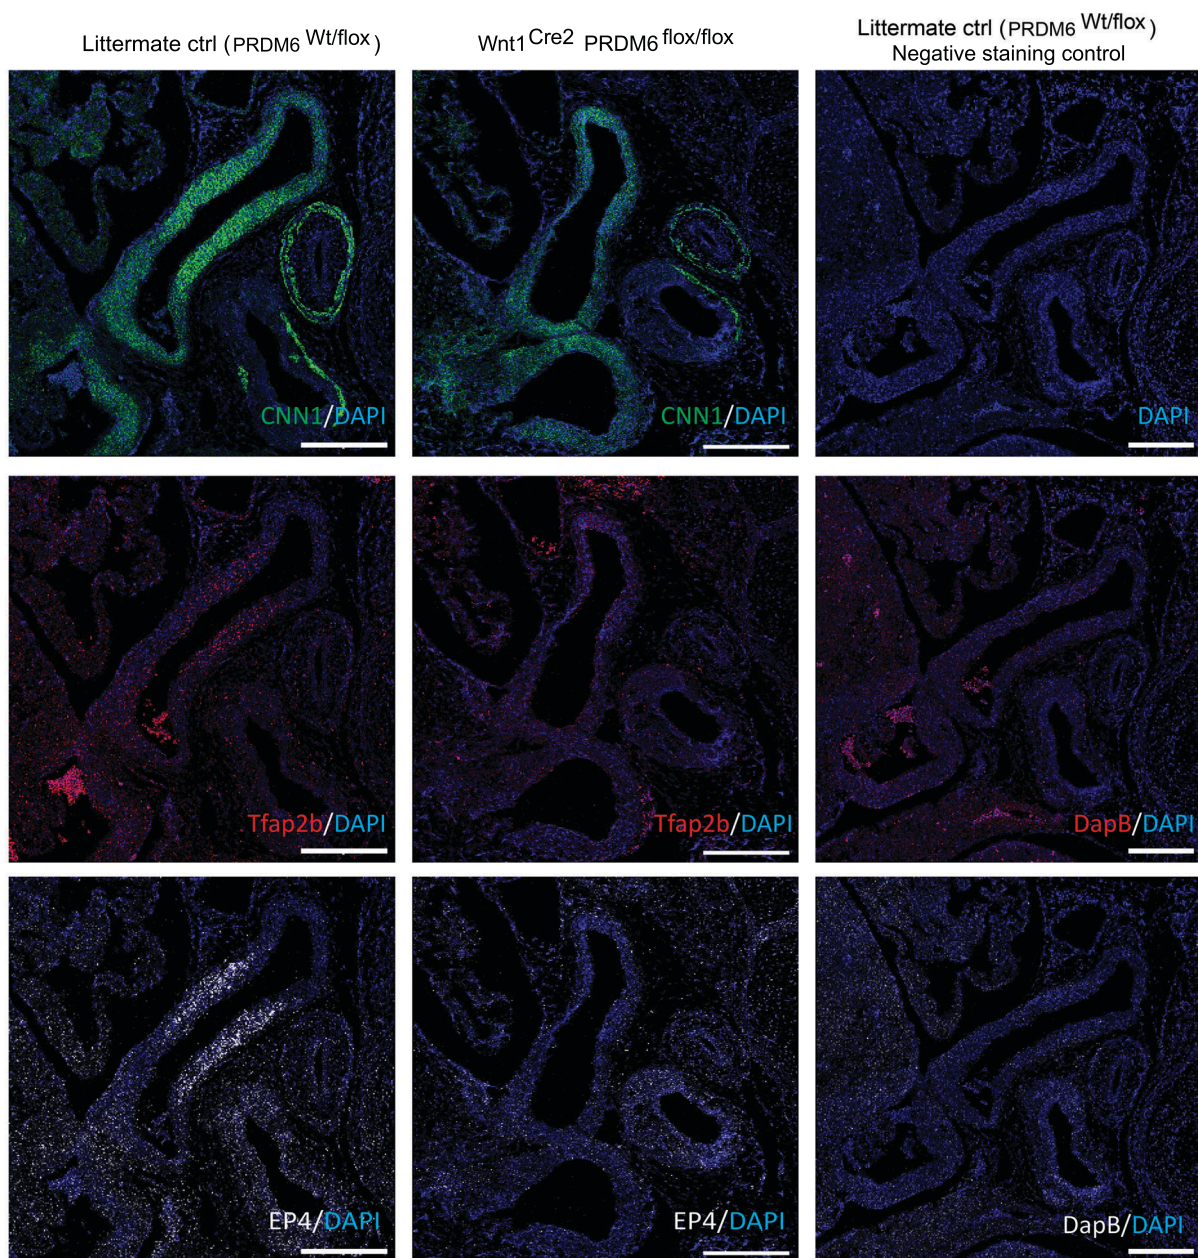

Supplemental Figure 6. PRDM6 depletion in neural crest-derived SMC inhibited the expression of EP4, Tfap2b, and CNN1. Formalin fixed, paraffin embedded sections through the ductus arteriosus of Wnt1Cre2Prdm6<sup>flox/flox</sup> and littermate control mice at E18.5 were processed for immunofluorescence-based detection of CNN1 (top), RNAscope-based detection of Tfap2B (middle), or RNAscope-based detection of EP4 expression (bottom). Note the lack of staining with secondary Ab only or with the use of an RNAscope in situ probe against the bacterial protein dapB (right column).

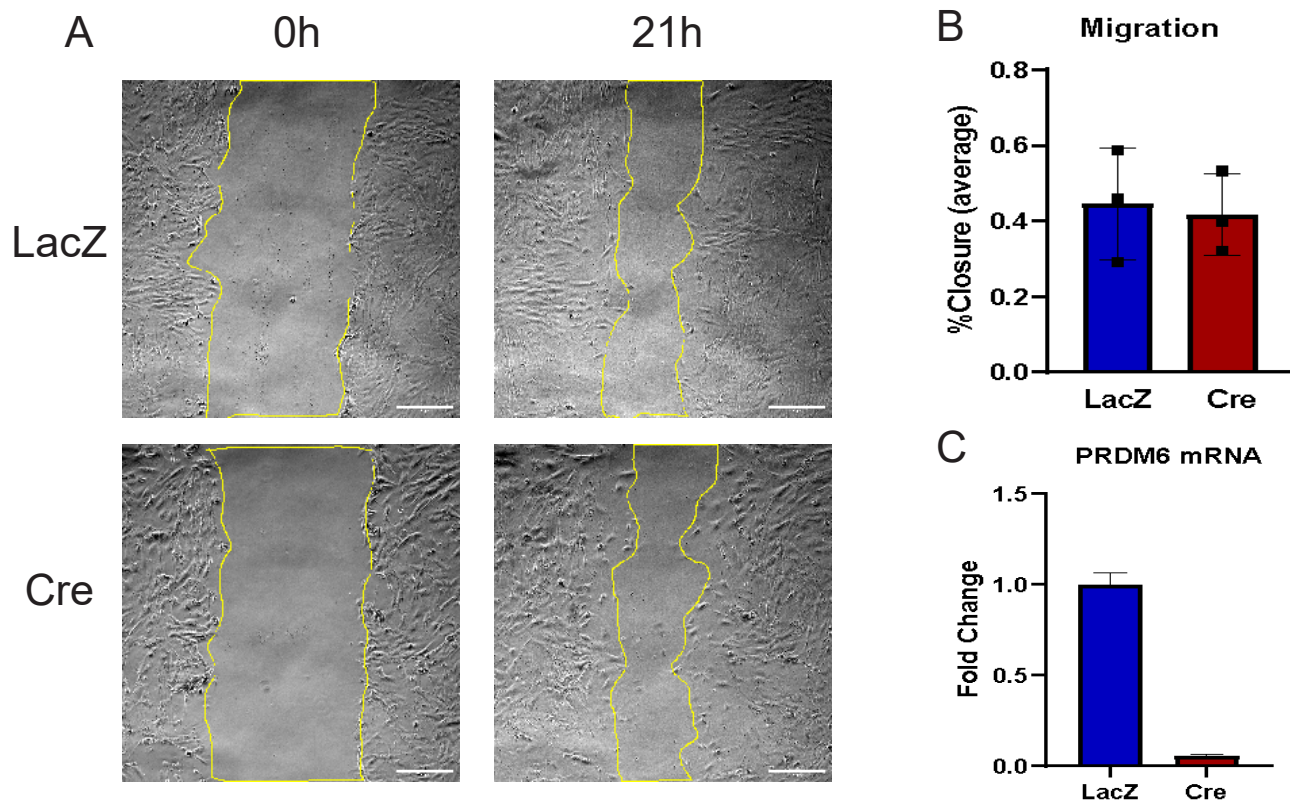

Supplemental Figure 7. PRDM6 depletion did not affect migration of cultured outflow tract SMCs. A) Outflow tract SMCs isolated from *Prdm6* flox/flox mice were treated with Cre or LacZ expressing virus, grown to confluence, and then subjected to scratch wounding as shown. B) Wound closure at 21 h was quantified by averaging wound diameter measurements taken from 10 different locations. n=3. C) *Prdm6* expression in Cre- and LacZ-infected cells was measured by qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

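Gene expression was measured by RNA-Seq in the DA and the ascending aorta of mouse embryos at E18.5. The samples analysed are 5 Prdm6-deficient DA, 7 control DA, 5 Prdm6-deficient aorta and 6 control aorta samples, 23 in all. Prdm6-deficient DA replicate 4 was not analysed here, so each model holds 23 of the 24 samples that the labels list. The condition and the replicate of each sample were taken from the sample labels, and the columns of the deposited table were matched to samples by name, with 0 columns left unmatched. Prdm6-deficient DA replicates 1 and 2 are pools of 2 embryos each. The embryos carried animal numbers from 2 separate runs, which were treated as 2 series of animals.

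The authors filtered the reads with the FASTX-Toolkit, keeping reads with a base quality of at least 20 over at least 90% of their bases, removed adapter sequences with tagdust at a false discovery rate of 0.001, aligned the reads to the mouse genome mm10 with STAR and its default settings, and estimated expression with RSEM, using a GENCODE annotation that they call version 20. The deposited values are RSEM's expected counts per gene, which are estimated counts, not normalized for library size or gene length. The paper's text gives no version of STAR or RSEM. RSEM divides reads that fit several genes among these, so genes with near-identical copies, such as Acta2 and Actg2, carry more uncertainty than their counts show. The counting is not stated to use the strand, so overlapping antisense genes, such as Hoxb5 and Hoxb5os, are uncertain too.

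Expected counts were rounded to whole numbers before testing. Gene symbols and coordinates on mm10 were taken from GENCODE release M21. Of 54752 gene identifiers, 53861 matched this annotation with their version and 54723 without it, and 29 were not in it. No genome sequence was used. The GC percent of a gene was taken from its longest transcript in the same release and was known for 16458 of the tested genes.

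The main test was edgeR 4.0.16 in R 4.3.3, with the filterByExpr filter, TMM normalization, dispersion estimates from all samples and the quasi-likelihood test. The model had 1 mean for each tissue and genotype. P-values were adjusted by the Benjamini-Hochberg method over the 16463 genes tested. Genes with an adjusted p below 0.01 and a log2 fold change beyond 0.5 either way were called, following Fig. 6C. DA-enriched genes were at least 1.5-fold higher in control DA than in control aorta, and DA-low genes were below 0.7 times the aorta level, each at an adjusted p below 0.01. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. CPM values are scaled by the TMM method. Values after ± are SDs between samples.

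Gene sets were tested with camera of limma 3.58.1, 2-sided, with the inter-gene correlation fixed at 0.01 and adjustment over 17 sets at a threshold of 0.05. The sets were written by gene symbol before the data were examined, because the Gene Ontology tables were not used here. A set of melanocyte marker genes was written later, after Dct and Tyrp1 were seen among the genes with the largest decreases. The principal components were computed on log2 CPM of the 500 most variable genes. Tables were assembled with pandas 2.3.3 in Python 3.11.15 and plots drawn with matplotlib 3.10.9.

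The genes named in the text are those that the paper names for its RNA-Seq or as Prdm6-bound genes that regulate the DA (27 genes), and the genes with the largest changes. These are the 5 largest each way in the DA and the 3 largest each way in the aorta, among called genes with an average log2 CPM of at least 1 and no overlap between the groups. In the DA 652 genes and in the aorta 383 genes met these conditions, and 42 genes are named in all. Hoxb5os and Fendrr are named in addition, in a check of control aorta replicate 4, and were chosen after their values were seen.

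The procedure was tested on simulated data, in which 200 genes were changed by known amounts in the DA. The changed genes had an average log2 CPM above 1. Apart from the changes, all groups shared 1 mean and 1 spread per gene, without tissue differences or series. Calls used an adjusted p below 0.01 and no fold threshold, so recovery in the real data may be lower. With 15974 genes tested, edgeR recovered 78.5% of the 200 genes, and 89% of the 100 genes changed 4-fold, with 1 false call (0.633% of calls) and 0 calls in the aorta, where nothing was changed. Its median error was 0.08 on the log2 scale, over the recovered genes only. DESeq2, with 16463 genes tested, recovered 82% and 92%, with 10 false calls (5.75% of calls), which is above the limit of 5% set for this check. The limma-voom fit recovered 73.5% and 79%, with 1 false call (0.676%), and missed the limit of 80% set for 4-fold changes. The limits were loosened for a time after these misses were seen, and were then set back to the values first written. DESeq2 and limma-voom serve only as alternatives.

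Total counts per sample ranged from 15163974 to 22610547. At this depth 3 counts, the smallest number taken as detected, stand for 0.133 to 0.198 CPM. Folds against a group with every library at or below 3 counts are given as lower bounds. These limits cover counting error only, because reads from PCR-amplified libraries without molecular identifiers are not independent molecules.

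The alternatives tried were DESeq2 1.42.0 with the Wald test, median ratio (RLE) factors in edgeR, no filter but 1 count in some sample, a filter of at least 10 counts in every sample, only the samples of each comparison, the animal series or Xist as a covariate, the fit without the pooled samples, limma-voom with the animal as a random effect, the replicate number as a block, no fold threshold, tissue genes chosen by fold change only or from the 1000 genes with the smallest F test p, an unadjusted p in the genotype step, an inter-gene correlation estimated for each set, other gene numbers for the principal components and the fit without each sample in turn. The variance-stabilized counts of DESeq2 for the principal components, and the alternatives for the comparisons of control DA with control aorta and of Prdm6-deficient DA with Prdm6-deficient aorta, were added after the data were seen. The pairing of samples for the block comes from the replicate numbers in the labels, which join different animals in most cases. Results were also compared with other splits of the samples into groups of the same sizes, with 24 to 64 splits fitted for each of 6 comparisons. The mean log2 CPM of each gene set per sample was compared between genotypes by an exact permutation test within each tissue, and the control aorta samples were divided between the comparisons of tissue and genotype in 20 splits. Both were added after the data were seen.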

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

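The tests on other splits of the samples for the genes that differed by genotype in the aorta and by the interaction, and on the animal series for the spread of control DA, were planned, while the tests on control aorta replicate 4, on the Cre transgene, on strain variants, on melanocyte and leukocyte markers, on splits for gene sets with the pairs they exchange, and on the mean of each set per sample were chosen only after the result was seen.

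A sample lay far from the rest of its group, by Dixon's test of its gap to the nearest other sample, in 14 of 172 groups tested, where chance gives 8.6 (1 in 20). For the named genes it was 13 of 160 groups, where chance gives 8, and 8 groups with every library at 3 counts or fewer were not tested. The samples were control DA replicate 3 on PC1 (score 42.1), control DA replicate 1 for Srf (56.4 CPM), Prdm6-deficient aorta replicate 3 for Srf (46.5 CPM), control aorta replicate 1 for Jag1 (269 CPM), control aorta replicate 6 for Ilk (409 CPM), Prdm6-deficient DA replicate 5 for Fbln1 (122 CPM), Prdm6-deficient aorta replicate 4 for Foxf1 (2.14 CPM), Prdm6-deficient DA replicate 6 for Gja5 (87.4 CPM), control DA replicate 7 for Mrtfa (56.8 CPM), Prdm6-deficient DA replicate 2 for Gm14226 (3.01 CPM) and control aorta replicate 4 for Ptger4 (55.9 CPM), Dct (7.91 CPM), Chrdl2 (2.02 CPM) and Tyrp1 (2.84 CPM). For PC1, the series of the animals was tested. The scores of the 2 series of control DA overlapped (the gap between them was -7.24, and a positive gap would part them), so the series does not set replicate 3 apart. Apart from control aorta replicate 4, no explanation was tested for the single genes, and no biological explanation was tested for any of these samples.

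Of the 14 far values, 4 belong to control aorta replicate 4, and each is a gene with a higher level in control DA. Genes were chosen for a high mean level in control DA and 3 counts or fewer in every Prdm6-deficient aorta library. Levels in control aorta and Prdm6-deficient DA played no part, and 4 genes met the rule (Tyrp1, Dct, Hoxb5os and Fendrr). Over the 4 genes, control aorta replicate 4 had a median of 15.1% of the control DA level. The next highest control aorta sample, replicate 5, had 4.34%, a ratio of 3.49. Of these genes, Tyrp1 was at 18.7%, Dct at 14.5%, Hoxb5os at 9.87% and Fendrr at 15.8% of the control DA level in replicate 4, while Hoxb5os was at 13.6% in replicate 5. Dct and Tyrp1 had also singled out the sample, so the test is not independent of the pattern. A candidate explanation is that some DA tissue was dissected with the aorta in control aorta replicate 4. No biological explanation was tested. Without this sample, 367 genes were called in Prdm6-deficient aorta, and 459 genes were DA-enriched.

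The change with Prdm6 deficiency differed between DA and aorta, by the interaction of tissue and genotype, for 425 genes. It was more negative in the DA for 274 and more positive for 151 of them. Of 60 splits drawn from 1024, only the real one (1 split) gave as many genes. The next gave 224, and it kept the real labels of the DA samples and exchanged 1 pair of the aorta samples. Only splits that part as many same-numbered pairs as the real one were compared, and the splits left out part more or fewer of them. Among the named genes, the change in the DA minus that in the aorta was -1.85 (SE 0.28, edgeR adjusted p = 7.8e-05) for Myh11, -2.30 (SE 0.26, edgeR adjusted p = 2.6e-06) for Actg2, -1.33 (SE 0.19, edgeR adjusted p = 3.5e-05) for Cnn1, -0.76 (SE 0.16, edgeR adjusted p = 0.00286) for Tagln, -1.64 (SE 0.21, edgeR adjusted p = 1.7e-05) for Mylk, -2.88 (SE 0.32, edgeR adjusted p = 2.4e-06) for Ptger4 and -3.30 (SE 0.34, edgeR adjusted p = 9.6e-07) for Egln3. For each of these 7 genes, 5 of 5 Prdm6-deficient DA samples were below the median of control DA. The change differed by -0.94 (SE 0.20, edgeR adjusted p = 0.00419) for Fn1, -1.78 (SE 0.25, edgeR adjusted p = 3.4e-05) for Edn1, -6.33 (SE 1.48, edgeR adjusted p = 0.00880) for Galnt14, -2.96 (SE 0.51, edgeR adjusted p = 4.7e-04) for Ccdc3 and -3.99 (SE 0.58, edgeR adjusted p = 5.5e-05) for Thbs4, and in the other direction by 0.78 (SE 0.17, edgeR adjusted p = 0.00395) for Jag1 and 0.82 (SE 0.18, edgeR adjusted p = 0.00419) for Notch3. In the DA, 5 of 5 Prdm6-deficient samples were below the control median for Fn1, Edn1 and Galnt14 and above it for Jag1, Notch3 and Ccdc3, and 3 of 5 were above it for Thbs4. Actg2 could share reads with Acta2, and Galnt14 had 3 counts or fewer in every Prdm6-deficient DA library, so its value is not well determined. The interaction of Galnt14 passed 0.01 in 9 of the 23 fits that each left out 1 library. It passed in 4 of 7 other alternatives (largest adjusted p 0.183). With median ratio factors in place of TMM scaling, 424 genes had an interaction. Dissection and the mix of cells in the samples were not tested as causes of these differences between the tissues, so a biological origin is not shown.

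Among gene sets, the change in the DA minus that in the aorta was negative for 7 of 7 SMC markers (median log2 -1.33, camera adjusted p = 3.7e-17) and positive for 11 of 13 Notch signaling genes (median 0.51, adjusted p = 3.2e-05), 8 of 8 leukocyte markers (median 1.20, adjusted p = 3.2e-05) and 9 of 9 erythroid markers (median 1.53, adjusted p = 0.00973). It was negative for 7 of 11 oxygen sensing genes (median -0.18, adjusted p = 0.0108) and 10 of 12 endothelial markers (median -0.32, adjusted p = 0.0331). All 5 Prdm6-deficient DA samples lay below the control DA median of the SMC markers. A camera p as small came from 4 of 60 splits for the SMC markers, 4 for Notch signaling, 9 for leukocyte markers, 21 for erythroid markers and 20 for endothelial markers, the real split included. For oxygen sensing it was 2 of 60 splits. For the SMC markers and for Notch signaling, each of the other 3 splits kept the real labels of the DA samples and exchanged 1 or 2 pairs of the aorta samples, and 0 of the 53 splits that mixed the labels in both tissues gave a p as small. These 3 splits hold the real grouping of the DA samples, so they are no test of a change in the DA. The other split for oxygen sensing also kept the real DA labels. Of the 53 mixed splits, 6 gave a p as small for leukocyte markers, 18 for erythroid markers and 16 for endothelial markers, so by the camera p these 3 cannot be told apart from other groupings of the samples. With the correlation between genes estimated for each set, the adjusted p of oxygen sensing was 0.0677, and over the alternatives it ranged from 0.00538, without control DA replicate 4, to 0.0677.

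The paper's text does not report genes changed by Prdm6 deficiency in the aorta. Here 404 genes differed between Prdm6-deficient and control aorta. Of 32 splits of the aorta samples that part as many same-numbered pairs, 1, the real one, gave as many genes, and the next gave 140. That next split exchanges all 5 pairs, which is the real grouping reversed apart from control aorta replicate 6. The remaining 30 splits gave 0. Axon guidance genes were higher in Prdm6-deficient aorta (43 of 64 genes, median log2 fold change 0.24, camera adjusted p = 2.0e-04, 5 of 5 samples above the control median). So were endothelial markers (11 of 12 genes, median 0.51, adjusted p = 2.0e-08, 5 of 5 samples), and leukocyte markers were lower (8 of 8 genes, median -1.14, adjusted p = 4.5e-07, 5 of 5 samples). A camera p as small came from 2 of 32 splits for axon guidance, 4 for endothelial markers and 4 for leukocyte markers, the real one included, so by the camera p none of the 3 can be told apart from other groupings of the samples. One of the splits for leukocyte markers exchanges all 5 pairs, which is the real grouping reversed apart from control aorta replicate 6. By the mean of the axon guidance genes per sample, 5 of 5 Prdm6-deficient aorta samples lay above every control aorta sample (exact permutation test, 2-sided p = 0.00216, the smallest that 5 samples against 6 allow, adjusted p = 0.0184 over 17 sets). For endothelial markers it was 4 of 5 above every control (exact permutation test, 2-sided p = 0.00866, adjusted p = 0.0368), and for leukocyte markers 5 of 5 below every control (exact permutation test, 2-sided p = 0.00433, adjusted p = 0.0245). The extracellular matrix set, which camera did not call in the aorta, also had 5 of 5 samples above every control (exact permutation test, 2-sided p = 0.00216, adjusted p = 0.0184). The number of sets past the threshold, 3, was reached by 27 of the 32 splits. For the leukocyte markers, the adjusted p was 3.1e-07 with Xist, a marker of female embryos, as a covariate and 7.1e-07 with the animal series as a covariate, so neither sex nor series removes the difference. Over the alternatives it ranged from 3.0e-12 to 0.181. A difference in the number of leukocytes between the samples may also give this pattern, and the counts cannot tell it from a change within cells.

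In both tissues, 157 genes changed in the same direction with Prdm6 deficiency, 41 lower and 116 higher, out of 174 genes called in both. The embryo with Cre and wild-type Prdm6 was used to test the Cre transgene. Over these genes, its sample lay a median of 16.6% of the way from the other control DA samples to Prdm6-deficient DA, and 9.62% of the way in the aorta, where Cre as the cause would give a value near the Prdm6-deficient samples. These genes were called with this embryo among the controls, which by itself favours genes where it lay near them. Called without it, 149 genes were shared, and it lay 17.4% of the way in the DA and 11.9% in the aorta. Treated in the same way, the 5 other control animals with both tissues lay between -10.4% and 13.2% in the DA and between -9.62% and 8.12% in the aorta. The embryo with Cre was thus the nearest of the 6 to the Prdm6-deficient samples in each tissue, so a small part of Cre in these changes is not ruled out, and it is a single embryo. Strain variants carried along with the floxed allele were tested by position. With Prdm6 itself left out, 3 of these genes (1.92%) lay within 20 Mb of Prdm6, against 1.61% of the other tested genes (Fisher's exact test, 2-sided p = 0.742). A hypothesis these values leave open is that the shared genes respond to the loss of Prdm6 in both tissues. The paper states that the controls were littermates, and which embryos shared a litter was not tested.

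Genes of pigment cells stood out in control DA. The sum over melanocyte markers, a list written after Dct and Tyrp1 had been seen and without those genes, had a median of 22.1 CPM in control DA (12.7 to 76.3), 3.43 in Prdm6-deficient DA (2.44 to 4.86), 2.65 in Prdm6-deficient aorta (1.20 to 4.98) and 3.36 in control aorta (2.12 to 5.98). All 7 control DA samples lay above every Prdm6-deficient DA sample (exact permutation test, 2-sided p = 0.00758). All 6 markers tested were lower in Prdm6-deficient DA, with a median log2 fold change of -6.75 (camera adjusted p = 3.3e-04). Depth does not account for it, since the lowest control DA sum was 71.7 times the level that 3 counts stand for. The control DA sample with Cre (12.7 CPM) was 2.61 times the highest Prdm6-deficient sample. It was also the lowest of the 7 control DA samples, so a small part of Cre in the decrease is not ruled out. The adjusted p was 2.4e-04 with Xist and 4.1e-04 with the animal series as a covariate. However, 3 of 32 splits gave a camera p as small, the real one included, so the set test cannot be told apart from other groupings of the samples. A candidate explanation is that melanocytes, which derive from the neural crest, are present in the control DA samples and fewer or absent in the Prdm6-deficient ones. The counts cannot tell fewer cells from lower expression within cells.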

How the results depend on the processing

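The fits and set tests behind the values in this part, their alternatives, the gene sets and the rule for the named genes were chosen before the data were examined, apart from the variance-stabilized principal components, the melanocyte markers and the comparisons of control DA with control aorta and of Prdm6-deficient DA with Prdm6-deficient aorta, whose tests were chosen only after the result was seen, like their alternatives.

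Over all alternatives, fits without 1 sample included, 434 of the recomputed counts and shares stayed within 1.5-fold of their main value or within the spread of the samples, and 58 moved further. Of the recomputed gene set results, 476 stayed on their side of the threshold, 7 newly passed it, 20 no longer passed it and 4 changed sign. Of those of single genes, 3044 stayed, 11 newly passed, 103 no longer passed and 17 changed sign. Of the named genes, only Ky changed direction in the DA under these alternatives, and the other changes of sign were in the aorta or between Prdm6-deficient DA and control aorta.

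Of the 894 genes called in Prdm6-deficient DA, 889 were also called by DESeq2 (1141 genes in all), 886 with median ratio factors, 855 without the filter, 784 with the animal series and 855 with Xist as a covariate, and 821 with limma-voom (970 genes in all). Without the pooled samples 607 of 650 called genes were shared, and with only the DA samples in the fit 602 of 611. Without a fold threshold, 1120 genes passed. The share of higher genes was 48.0% in the main result, 46.5% with DESeq2, 39.4% with only the DA samples, 42.6% with the replicate number as a block, 46.0% without the pooled samples and 52.5% with limma-voom, and the median log2 fold change of all genes moved by at most 0.01 between scalings.

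The joint fit shares 1 estimate of spread per gene among all groups, and replicates were less alike in the DA than in the aorta. This may lower p-values in the DA and raise them in the aorta. The counts that moved by more than 1.5-fold were as follows, and the cause was not tested. With only the samples of the comparison in the fit, 241 genes were higher in Prdm6-deficient DA (429 in the main result). In that setting 94 of 279 DA-low genes were raised (191 of 353). It called 702 genes in the aorta (404) and 83 between Prdm6-deficient DA and Prdm6-deficient aorta (44). With DESeq2, 34 DA-enriched genes were lowered in the aorta (20), 645 genes had an interaction (425) and 146 differed between Prdm6-deficient DA and aorta (44). With limma-voom, 10 DA-enriched genes were lowered in the aorta and 69 genes differed between Prdm6-deficient DA and aorta. With an unadjusted p in the genotype step, 45 DA-enriched genes were lowered in the aorta. Without the pooled samples, 212 genes differed between Prdm6-deficient DA and control aorta (332), and 15 between Prdm6-deficient DA and aorta. By fold change alone, 1887 genes were DA-enriched (460) and 1944 DA-low (353), and among the 1000 genes with the smallest F test p, 213 were DA-low.

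The replicate number as a block gave 453 genes in the DA (894), of which 441 were shared, with 260 lower (465) and 193 higher (429). It gave 173 DA-low genes, 345 DA-enriched genes, 545 genes between control DA and control aorta (882) and 567 genes in the aorta. Same-numbered samples are mostly different animals, and their deviations from the group means were uncorrelated (mean correlations of 0.00953 in the DA, -0.00461 in the aorta and 0.0114 between control tissues). With this block, the adjusted p in the DA was 1.7e-28 for SMC markers, 9.0e-11 for Notch signaling, 5.1e-07 for Schwann cell markers, 8.0e-05 for oxygen sensing, 0.193 for extracellular matrix, 0.112 for axon guidance and 0.193 for neuron markers, and in the aorta 3.0e-12 for leukocyte markers, 2.9e-07 for endothelial markers and 9.7e-04 for axon guidance. By camera, the closure genes and the potassium channels changed sign as sets (adjusted p 0.5255 and 0.789), and were far from the threshold in the main result too. With the animal as a block over control animals with both tissues, 674 genes differed between the tissues, and the mean correlation of samples from one animal was 0.0281.

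Across the 23 fits that each left out 1 sample, the genes called ranged from 784 to 948 in the DA (418 to 493 lower, 364 to 462 higher), from 417 to 482 for DA-enriched genes (251 to 301 of them lowered), from 302 to 408 for DA-low genes (152 to 225 raised), from 325 to 441 in the aorta, from 15 to 23 for DA-enriched genes lowered in the aorta, from 359 to 490 for the interaction, from 251 to 371 between Prdm6-deficient DA and control aorta, from 22 to 58 between Prdm6-deficient DA and aorta, and from 775 to 963 between the control tissues. Called in the main result and in every one of these fits were 613 genes in the DA, 274 in the aorta, 316 for the interaction, 204 between Prdm6-deficient DA and control aorta and 17 between Prdm6-deficient DA and aorta.

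The share of variance was 22.0% for PC1 and 8.46% for PC2. With 1000 genes PC1 had 19.2%, and with all tested genes PC1 had 15.3% and PC2 8.17%. The variance-stabilized counts gave 49.0% and 14.2%. Leaving out 1 sample gave 20.1% to 23.3% for PC1 and 8.16% to 9.17% for PC2. The correlation of the genotype and tissue changes was 0.331 with separate control DA samples, 0.633 with the same control DA mean and 0.826 over DA-enriched and DA-low genes only, which shows no stability because these genes were chosen for their difference between the tissues. For these and the following values the cause was not tested.

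Leaving out 1 sample moved the adjusted p of the extracellular matrix set between 0.0499 and 0.352, of the neuron markers between 0.0257 and 0.196, and of oxygen sensing between 0.0460 and 0.144. The closure genes changed sign in some of these fits (adjusted p from 0.652 to 0.971). With the correlation between genes estimated for each set, the adjusted p in the DA was 0.00591 for the SMC markers, 0.00591 for Notch signaling and 0.465 for Schwann cell markers. In the aorta it was 0.181 for axon guidance, 0.136 for endothelial markers and 0.181 for leukocyte markers. For the interaction it was 0.0137 for the SMC markers, 0.0677 for Notch signaling, 0.278 for leukocyte markers, 0.673 for erythroid markers and 0.673 for endothelial markers. These are the largest adjusted p-values of these sets over the alternatives.

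Among single genes, the log2 fold change of Ky in the DA was -0.10 without the pooled samples (0.58 in the main result). In the aorta, leaving out 1 sample gave -0.092 to 0.062 for Srf, -0.16 to 0.089 for Myh11, -0.18 to 0.021 for Actg2 and -0.33 to 0.0043 for Ptger4. Between Prdm6-deficient DA and control aorta it gave -0.11 to 0.14 for Myh11 and -0.038 to 0.10 for Acta2, and Myh11 had -0.0067 with the animal series as a covariate. In the DA, Srf passed the threshold in 13 of 23 of these fits and in 6 of 10 other alternatives (largest adjusted p 0.0616), and Acta2 in 21 of 23 and 7 of 10 (largest 0.0366). Prdm6 passed in 23 of 23 and 9 of 10 (largest 0.0276, with the replicate number as a block).

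Depth limits the genes near 0. Where every library of a group had 3 counts or fewer, as for Dct, Chrdl2, Tyrp1 and Galnt14 in Prdm6-deficient DA and Rergl in control DA, only a lower bound of the fold can be given.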

Differences from the paper's values

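The tests in this part were planned, apart from the variance-stabilized principal components, which were chosen only after the result was seen.

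The paper's text gives approximately 1500 differentially expressed genes in Prdm6-deficient DA, and 894 were called here. Of the alternatives set before the data were examined, DESeq2 (1141 genes) and no fold threshold (1120 genes) came within 1.5-fold of the paper's value. Median ratio factors (891), no filter (877), at least 10 counts in every sample (831), only the DA samples (611), the animal series (816) or Xist (900) as a covariate, no pooled samples (650), limma-voom (970) and the replicate number as a block (453) did not.

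PC1 held 22.0% of the variance here and about 47% in Fig. 6A, read by eye, and PC2 held 8.46% here and about 13% in Fig. 6A, read by eye. None of the alternatives set before the data were examined closed either gap, with 19.2% and 8.39% for 1000 genes and 15.3% and 8.17% for all tested genes. DESeq2's variance-stabilized counts gave 49.0% and 14.2%, and this setting was chosen after seeing the values.

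The paper counts myocardin, integrin linked kinase and fibulin1 among the genes that Prdm6 depletion altered. With adjustment over all tested genes, Myocd (log2 fold change -0.64, adjusted p = 0.0167), Ilk (-0.24, adjusted p = 0.0139) and Fbln1 (0.68, adjusted p = 0.0535) did not pass 0.01 (edgeR), with 5 of 5 Prdm6-deficient samples on 1 side of the control median for each gene. Myocd passed with DESeq2 (0.00573), without Prdm6-deficient DA replicate 5 and without control DA replicate 1, and its largest adjusted p over the alternatives was 0.204. Ilk passed with DESeq2 (0.00163), with at least 10 counts in every sample (0.00999), with limma-voom (0.00968), without control DA replicate 1 and without control DA replicate 2, and its largest adjusted p was 0.121. Fbln1 passed only without control DA replicate 2 (0.00915), among the 23 fits that left out 1 sample and the 10 other alternatives, and its largest adjusted p was 0.248. With adjustment over the 10 closure genes alone, all of the 10 passed. The paper's text ties no p threshold to this list. For its t tests it sets 0.05, and the adjusted p-values of Myocd and Ilk over all tested genes lie below that, while that of Fbln1 lies above it.

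The paper describes extracellular matrix and nerve function genes as raised in Prdm6-deficient DA. With gene lists in place of Gene Ontology terms, the extracellular matrix set had a camera adjusted p of 0.101, the axon guidance set of 0.177 and the neuron markers of 0.101. The paper analysed the genes called changed, while camera tests the shift of a whole set, so these values do not contradict it. Single-gene tests called 19 of 123 extracellular matrix genes higher and 13 lower. They called 7 of 64 axon guidance genes higher and 2 lower, and 1 of 10 neuron markers higher and 0 lower. Of all 16463 tested genes, 429 were called higher and 465 lower. The extracellular matrix set passed 0.05 without Prdm6-deficient DA replicate 7 (0.0499). The neuron markers passed without Prdm6-deficient DA replicate 5 (0.0383), without Prdm6-deficient DA replicate 7 (0.0499) and without control DA replicate 7 (0.0257). The Schwann cell markers passed in the main result (2.3e-04).

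The paper describes Srf mRNA as higher in the DA than in the aorta. The log2 fold change was 0.39 with an adjusted p of 0.0270 (edgeR). It passed 0.01 without control DA replicate 1 (0.00101) and with adjustment over the 7 SMC genes alone, and in 0 of 11 other alternatives (DESeq2 0.0108, largest 0.0957). The paper's text ties no p threshold to this comparison. For its t tests it sets 0.05, and the adjusted p of 0.0270 lies below that.

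The paper describes the DA-enriched genes as not significantly reduced in Prdm6-deficient aorta. Of the 460 genes, 20 were lower there at an adjusted p below 0.01, and 72 were higher. Counts of lowered genes were 15 to 23 with each sample left out, 34 with DESeq2, 10 with limma-voom and 45 with an unadjusted p.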

Other observations

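In this part, the tests on other splits of the samples for genes called in the DA and DA-enriched genes, on shared control DA samples, on nerve markers, and on series and sex in the DA were planned, while the tests on other splits for the remaining counts and sets, on leukocytes, library size, the highest genes, gene length, GC content, shared control aorta samples and the mean of each set per sample were chosen only after the result was seen.

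The genes called in Prdm6-deficient DA were set against other splits of the DA samples. Of 32 splits that part as many same-numbered pairs as the real one, only the real one (1 split) gave 894 genes or as many. The next gave 4, and 28 gave none. The DA-enriched genes lowered in Prdm6-deficient DA (282) were reached by 1 of 32 splits, with 0 in the next, and the DA-low genes raised (191) by 1 of 32, with 1 in the next. The DA-enriched genes (460) were reached by 1 of 64 splits of the control samples, with 159 in the next. The genes that differ between Prdm6-deficient DA and control aorta (332) were reached by 1 of 48 splits, with 114 in the next, and those between Prdm6-deficient DA and Prdm6-deficient aorta (44) by 1 of 24, with 0 in the next. The 20 DA-enriched genes lowered in Prdm6-deficient aorta were reached by 2 of 32 splits. The other exchanges all 5 pairs, which is the real grouping reversed apart from control aorta replicate 6, and gave 35. The remaining 30 splits gave 0.

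Technical explanations of the changes in the DA were tested. With the animal series as a covariate 816 genes were called, with Xist 900 and with the mean of the leukocyte markers 886, so none of these accounts for the 894. Total counts did not differ between Prdm6-deficient and control DA (exact permutation test, 2-sided p = 0.956), nor did the share of counts in the 10 highest genes (exact permutation test, 2-sided p = 0.388). Across genes, which are not independent replicates, Spearman's rho of log2 fold change and exon length was -0.0651, and of log2 fold change and the GC percent of the longest transcript -0.00694. With separate control DA samples in the comparisons of tissue and genotype, at least 85.7% of DA-enriched genes were lower in Prdm6-deficient DA by sign, so shared control samples do not account for the direction. Strand was not tested, nor was which embryos shared a litter, although the paper states that the controls were littermates. A biological origin in the loss of Prdm6 is a hypothesis that these tests leave open.

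Of the DA-enriched genes, more were higher than lower in Prdm6-deficient aorta. Control aorta samples shared by the comparisons of tissue and genotype could give this direction. With separate control aorta samples in the 2 comparisons, at least 54.0% of DA-enriched genes were higher by sign in each of 20 splits (median 60.5%), above the share among all tested genes, which was at most 50.8%. Shared samples therefore do not account for all of the shift, and its size depends on which samples are used. The cause of the rest was not tested.

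Gene sets past a threshold of 0.05 numbered 3 in Prdm6-deficient DA, and 22 of 32 splits gave as many, so this number cannot be told apart from other groupings of the samples. For single sets in the DA, a camera p as small came from 1 of 32 splits for the SMC markers (7 of 7 genes lower, median log2 fold change -0.99) and 1 of 32 for Notch signaling (13 of 13 genes higher, median 0.69), the real one in each case, and from 6 of 32 for the Schwann cell markers (9 of 12 higher, median 1.19). Exact permutation tests of the mean of each set per sample, 2-sided and adjusted over 17 sets, gave an adjusted p of 0.00715 for the SMC markers, 0.0161 for Notch signaling and 0.0386 for Schwann cell markers. The SMC list is the paper's own, so its value shows no stability. The DA closure genes, which camera did not call (adjusted p = 0.816), also had 0.00715, with a mean difference of -0.62 on the log2 scale. This list is the paper's own too. By sign, 5 of its genes were lower and 5 higher, so the mean shows no common direction. Oxygen sensing, which camera did not call either, also had 0.00715, with a mean difference of -0.35 on the log2 scale. Without Egln3 this difference was -0.05 over 10 genes (exact permutation test, 2-sided p = 0.217, 4 of 5 samples below the control median). The difference of the set mean thus rests mostly on Egln3, and a small shift of the other genes is not ruled out.

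The paper reports that nerve-related genes were higher in Prdm6-deficient DA. A candidate explanation is nerve tissue dissected with the DA, which would raise Schwann cell markers and also neuron markers. The Schwann cell markers were higher (camera adjusted p = 2.3e-04), and the neuron markers did not pass the threshold (8 of 10 genes higher, adjusted p = 0.101). For both lists, the mean of 5 of 5 Prdm6-deficient DA samples was above the control median. With the mean of the markers as a covariate, the axon guidance set had an adjusted p of 0.963. It did not pass without the covariate either (0.177), and the mean of the markers itself differed by genotype, so this value cannot tell the explanations apart. The marker values may fit more nerve tissue or more Schwann cells in some samples, and they may also fit a change of expression, so the pattern cannot be told apart from nerve tissue in the samples.

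Some genes belong at no claim. Edn1, the gene for endothelin 1, fell in Prdm6-deficient DA by a log2 fold change of -1.14 (edgeR adjusted p = 3.7e-05, 5 of 5 samples below the control median) and rose in Prdm6-deficient aorta by 0.64 (adjusted p = 0.0286, 5 of 5 samples above it), which did not pass 0.01. Twist1 rose by 0.66 in the DA (adjusted p = 4.8e-04) and by 1.11 in the aorta (adjusted p = 1.4e-06), with 5 of 5 samples above the control median in each tissue. Mrtfa changed by 0.15 in the DA (adjusted p = 0.511, 5 of 5 samples above) and Gja5 by 0.62 (adjusted p = 0.130, 4 of 5 samples above). In the aorta, the largest decreases among genes without overlap, as log2 fold changes, were in 4833415N18Rik (-3.62), Clca3a2 (-3.57) and Ky (-3.01). The largest increases were in Rergl (at least 52.4-fold higher), Ccdc3 (5.17) and Thbs4 (4.39), and all 6 had an adjusted p below 0.01. Ky passed 0.01 in 15 of the 23 fits that each left out 1 library (largest edgeR adjusted p 0.0235) and in 7 of 9 other alternatives.

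Prdm6 transcript remained in every Prdm6-deficient sample, with a mean of 67.5% of control in the DA and 62.0% in the aorta. Counts over the whole gene cannot tell transcripts without the floxed exons from intact transcripts in cells without Cre.

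Prdm6-deficient DA replicate 2, a pool of 2 embryos, had both Xist (86.6 CPM) and the Y-linked gene Ddx3y (44.9 CPM).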
